# Dynamic BAF chromatin remodeling complex subunit inclusion promotes temporally distinct gene expression programs in cardiogenesis

**DOI:** 10.1242/dev.174086

**Published:** 2019-07-05

**Authors:** Swetansu K. Hota, Jeffrey R. Johnson, Erik Verschueren, Reuben Thomas, Aaron M. Blotnick, Yiwen Zhu, Xin Sun, Len A. Pennacchio, Nevan J. Krogan, Benoit G. Bruneau

**Keywords:** Heart, Differentiation, Chromatin, Gene regulation

## Abstract

Chromatin remodeling complexes instruct cellular differentiation and lineage specific transcription. The BRG1/BRM-associated factor (BAF) complexes are important for several aspects of differentiation. We show that the catalytic subunit gene *Brg1* has a specific role in cardiac precursors (CPs) to initiate cardiac gene expression programs and repress non-cardiac expression. Using immunopurification with mass spectrometry, we have determined the dynamic composition of BAF complexes during mammalian cardiac differentiation, identifying several cell-type specific subunits. We focused on the CP- and cardiomyocyte (CM)-enriched subunits BAF60c (SMARCD3) and BAF170 (SMARCC2). *Baf60c* and *Baf170* co-regulate gene expression with *Brg1* in CPs, and in CMs their loss results in broadly deregulated cardiac gene expression. BRG1, BAF60c and BAF170 modulate chromatin accessibility, to promote accessibility at activated genes while closing chromatin at repressed genes. BAF60c and BAF170 are required for proper BAF complex composition, and BAF170 loss leads to retention of BRG1 at CP-specific sites. Thus, dynamic interdependent BAF complex subunit assembly modulates chromatin states and thereby participates in directing temporal gene expression programs in cardiogenesis.

## Abstract (precis)

**Summary:** BRG1/BRM-associated factor (BAF) chromatin remodeling complexes include specific subunits during cardiac differentiation that are important for BAF complex composition and for regulating cardiac gene expression.

## INRODUCTION

Cell differentiation and organogenesis are regulated by the precise transcriptional output of a coordinated gene regulatory network (Davidson, 2010). During mammalian development, gene expression programs are spatially and temporally controlled, with specific sets of genes being expressed while others are poised or repressed in a developmental stage-dependent manner. It is considered that differentiation proceeds as a gradually increasing specification of cell fates (Moris et al., 2016). Delineating the factors that control crucial developmental decision points is essential to understand the control of gene regulation during differentiation and development.

Transcription factor (TF) activity regulates transcriptional output, and is intimately influenced by the underlying chromatin. Chromatin remodeling complexes are multi-subunit protein complexes that alter histone-DNA contact in nucleosomes to reorganize chromatin and regulate transcription (Bartholomew, 2014; Clapier and Cairns, 2009; Zhou et al., 2016). The BRG1/BRM-associated factor (BAF) chromatin remodeling complexes are composed of the mutually exclusive brahma (BRM) or brahma-related gene 1 (BRG1; also known as SMARCA4) ATPAses, along with several other structural subunits and their isoforms. These form diverse BAF complexes that serve specific functions in widely different cell types and developmental processes (Ho and Crabtree, 2010; Hota and Bruneau, 2016; Wang et al., 1996). BAF complexes have a specific composition in certain cell types, e.g. an embryonic stem cell complex that regulates pluripotency (Ho et al., 2011, 2009b) or a neural precursor and neural BAF complexes that fine-tune neurogenesis (Lessard et al., 2007; Staahl et al., 2013). Current evidence indicates that a shift in isoforms of non-essential BAF complex subunits is important for the stepwise transition from a precursor to a differentiated state in neural and muscle differentiation (Goljanek-Whysall et al., 2014; Lessard et al., 2007; Saccone et al., 2014; Staahl et al., 2013; Wu et al., 2007). Mutations in genes encoding BAF complex subunits have been associated with various cancers (Pierre and Kadoch, 2017), and some have also been found in cases of congenital heart disease (CHDs) (Jin et al., 2017). In the developing heart, subunits of the BAF complex are involved in diverse aspects of cardiac development (Chang and Bruneau, 2012; Sun et al., 2018). *Brg1* (*Smarca4*) is haploinsufficient in the mouse heart, and genetically interacts with genes encoding DNA-binding transcription factors associated with CHDs, indicating a potentially general role for BAF complexes in these common birth defects (Takeuchi et al., 2011).

Differentiation is thought to proceed during development as a continuous but highly regulated series of milestones, which include lineage decisions and linear progression towards a terminally differentiated state. These sequential events can be modeled effectively using pluripotent stem cells that are subjected to well-defined differentiation protocols (Loh et al., 2016; Murry and Keller, 2008). Cardiac differentiation is composed of a stereotyped set of steps, with the initial formation of cardiogenic mesoderm, subsequent specialization into multipotent cardiac precursors (CPs) and then differentiation into beating cardiomyocytes (CMs) (Devine et al., 2014; Evans et al., 2010; Kattman et al., 2011; Wamstad et al., 2012). The *in vivo* embryonic steps are well recapitulated in *in vitro* differentiation protocols (Kattman et al., 2011; Wamstad et al., 2012). It is not known which BAF complex subunits are essential for controlling temporal steps in cardiac differentiation.

Here, we define dynamic BAF complex composition during mouse CM differentiation. We identify several BAF complex subunits as enriched in CPs and CMs, and along with BRG1 chose to focus on BAF60c (also known as SMARCD3) and BAF170 (also known as SMARCC2). BAF60c is expressed preferentially in the developing heart, and is important for its morphogenesis (Lickert et al., 2004; Sun et al., 2018). BAF60c and BAF170 together are the first subunits to assemble during BAF complex formation (Mashtalir et al., 2018) and thus may have shared functions. We find that BRG1 initiates cardiac gene expression programs in precursor cells, a role shared by BAF60c and BAF170, which also maintain the cardiac program to facilitate CM differentiation. BAF60c and BAF170 also regulate BAF complex composition, and their loss alters chromatin accessibility. Furthermore, we find that BAF170 facilitates dissociation of BRG1 complexes from their binding sites upon CM differentiation. These results reveal the instructive nature that a specific combination of BAF subunits attains to dictate functional outcomes during lineage commitment and differentiation.

## RESULTS

### Brg1 initiates cardiac gene expression programs during CM differentiation

To model early heart development, we differentiated mouse embryonic stem cells (mESCs) to cardiac troponin T-positive (cTnT^+^) beating cardiac myocytes (Kattman et al., 2011; Wamstad et al., 2012). To understand the role of the BAF complex ATPase BRG1 during CM differentiation, we conditionally deleted *Brg1* using an inducible Cre-loxP system (Alexander et al., 2015; Ho et al., 2009b). Addition of 4-hydroxy tamoxifen effectively deleted exon 17 and 18 of the *Brg1* gene encoding part of ATPase domain (Fig. 1A), leading to a greater than 90% reduction in BRG1 protein within 36 h (Alexander et al., 2015). Loss of *Brg1* at the CP stage, but not in CMs, inhibited CM differentiation (Fig. 1B). RNAseq revealed that *Brg1* regulated a total of 545 genes in CPs and 125 genes in CMs (*P*<0.05, ±1.5-fold). Reduced importance of *Brg1* at the CM stage is consistent with its reduced expression (Fig. 1C and Fig. S1A). In CPs, *Brg1* repressed 197 (36.1%) and activated 348 (63.9%) genes (Fig. 1C and Table S4). BRG1-activated genes were enriched for sarcomere organization and assembly, and are essential components of cardiac cell fate establishment (Fig. 1D). Of note, *Brg1* is essential for the activation of these lineage-specific genes, in anticipation of the final differentiation status of the cells, but not for their maintenance. Thus, *Brg1* primes the cell type-specific differentiation of CPs. In CMs, although BRG1 activated and repressed roughly equal number of genes, it did not significantly enrich for any biological processes, consistent with *in vivo* data (Hang et al., 2010).

**Fig. 1.**
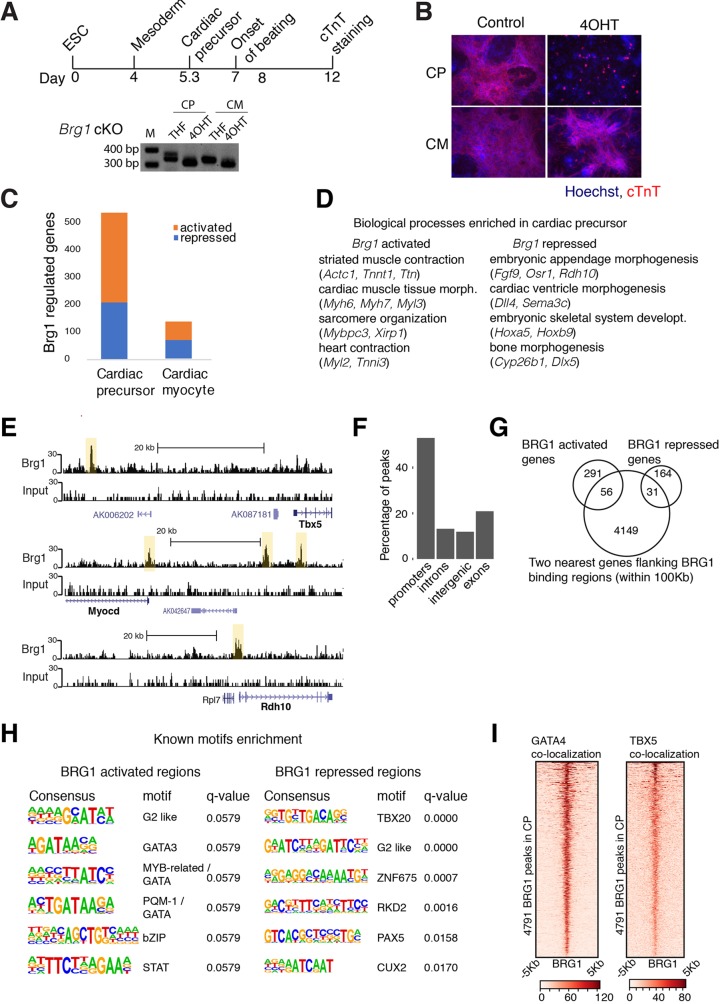
**BRG1 directs cardiac gene expression.** (A) Schematics of cardiac differentiation. 4-hydroxyl tamoxifen (4OHT) was added at D4 and D8 to conditionally delete *Brg1* at CP and CM, respectively. Genotyping PCR shows a *loxP* site containing a 350 bp band and a faster migrating 313 bp band after addition of 4-OHT. (B) Immunofluorescence of cTnT at day 10 of differentiation. (C) RNAseq of BRG1-regulated genes at CP and CM stages. (D) Gene ontology (GO) biological processes enriched in BRG1 activated and repressed genes in CPs. (E) Input and BRG1 ChIPseq browser tracks in CPs. (F) Classification of BRG1 ChIPseq peaks into different genomic regions. Promoters are defined as being within 1 kb of the transcription start site. (G) BRG1-activated or -repressed genes overlapping with the two nearest genes flanking the BRG1-binding sites shown in a Venn diagram. (H) Motifs enriched in BRG1-binding sites associated with BRG1-activated and -repressed genes. (I) GATA4 and TBX5 binding correlates well over BRG1-binding sites in CPs.

### BRG1 binding correlates with sites of cardiac transcription factor binding

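ChIPseq sequences the DNA that is recovered with a protein after crosslinking and immunoprecipitation, and input DNA, set aside before the immunoprecipitation, gives the background. For wild-type CPs, 2 BRG1 ChIP libraries and 1 input library were mapped to the list of regions described here. The other 9 libraries, from CMs and from cells lacking BAF170 or BAF60c, were not analysed here. The authors trimmed the single-end reads with fastq-mcf, aligned them to the mouse genome assembly mm9 with Bowtie, filtered them on mapping quality and called bins that were enriched over input DNA. They deposited a single list for wild-type CPs, which gives the chromosome, start and end of each region and no height, fold enrichment or P-value. How the 2 libraries were combined into this list is not stated in the paper's text, which describes pooling of replicates for browser tracks and tornado plots. With a single list, no spread between replicates can be given for any value, and the depth of each library is unknown. A locus without a listed region may therefore be unbound or below the authors' threshold. The tests compare the positions in this list with random positions on the same chromosomes, the counts per chromosome with chromosome length, or the sequence of the regions with neighbouring sequence, and regions are not replicates of a condition. Starts and ends lay on a grid of 20 bp. Positions were set against the mm9 sequence and the annotation of GENCODE release M1, which has 37310 genes, of which 22380 are protein coding. Some regions were listed on more than 1 row. Such a region was counted once in tests and shares, a choice made after the list had been seen.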

To understand where BRG1 binds in the genome during cardiac differentiation, we performed ChIPseq using a native antibody against BRG1. In CPs, we found 4791 significant BRG1-binding regions (Fig. 1E and Fig. S1B) and could detect weaker BRG1 occupancy in CMs (Fig. S1C), presumably owing to the low levels of protein at this stage (Fig. 2A,E). 

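The list of BRG1-binding regions in CPs had 4791 rows, which named 3473 distinct regions. Of these regions, 793 were on more than 1 row, and 1318 rows repeated a region already listed. No distinct regions touched, and the smallest gap between neighbours was 1040 bp. The distinct regions had a median width of 360 bp, with quartiles at 160 and 660 bp, and covered 1.68 Mb, or 0.0635% of chromosomes 1 to 19, X and Y. Over rows, the median width was 540 bp. Regions lay on each of the 19 autosomes, at 1.40 distinct regions per Mb over all autosomes together and up to 2.73 per Mb on chromosome 11. Chromosome X carried 16 distinct regions, or 0.0960 per Mb, where its length would give 218 (exact binomial test, two-sided, p = 1.02e-73), and none was listed on chromosome Y. The counts over all chromosomes departed from chromosome length (chi-square test, 20 degrees of freedom, p = 2.92e-83). With protein-coding genes in place of length, the ratio of the density on X to that on the other chromosomes moved most, from 0.0691 to 0.106. Another region lay within 10 kb of 5.87% of the regions, against a mean of 3.04% and a central 95% of 2.25% to 3.89% over 1000 random placements (permutation test, one-sided, p = 0.001, the smallest that 1000 placements can give). The placements were uniform along each chromosome. As most regions lay at promoters, the test cannot tell clustering of the regions from clustering of promoters. The widest region, of 4520 bp on chromosome 17 from 39980086 to 39984605, overlapped no annotated gene and was listed on 20 rows. It lay 442 bp from the annotated pseudogene AY036118, and copies missing from the assembly were not ruled out as its source. The next widest, of 4320 bp on chromosome 8 from 90481926 to 90486245, overlapped Zfp423, and the third, of 3440 bp on chromosome 17 from 34256326 to 34259765, overlapped Brd2. Both lay at promoters.

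**Figure D1:**
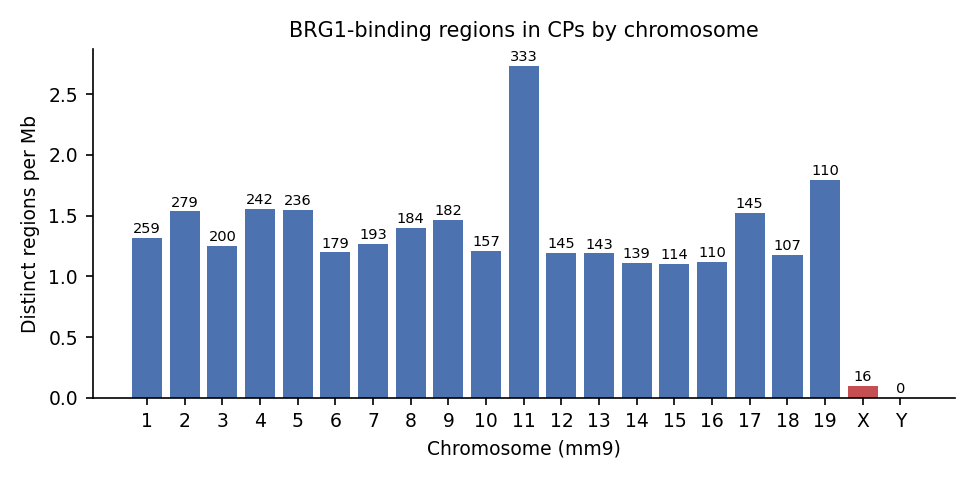
Distinct BRG1-binding regions in CPs per Mb of each mm9 chromosome, with the number of regions above each bar and chromosomes X and Y in red. Chromosome 11 has 333 regions and X has 16.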

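Tbx5 (ENSMUSG00000018263) lies on chromosome 5 of mm9 from 120284672 to 120335227 on the plus strand and encodes a T-box transcription factor. Within 100 kb of the gene, the list held 3 regions, all outside annotated genes. The first, from 120192586 to 120193145, was 560 bp wide with its midpoint 91.8 kb upstream of the TSS. The next, from 120246546 to 120246785, was 240 bp wide and 38.0 kb upstream. The last, from 120346926 to 120347225, was 300 bp wide and 62.4 kb downstream of the TSS, past the end of the gene. Myocd (ENSMUSG00000020542), on the minus strand of chromosome 11 from 64990063 to 65083491, had 2 regions within 100 kb, both upstream and in an intron of Gm12295. A region of 740 bp from 65108926 to 65109665 lay 25.8 kb from the Myocd TSS, and a region of 100 bp from 65117386 to 65117485 lay 33.9 kb from it. No region was listed within 1 kb of an annotated TSS of Myocd. At Rdh10 (ENSMUSG00000025921), on the plus strand of chromosome 1 from 16095855 to 16123815, 1 region of 1220 bp from 16095286 to 16096505 spanned the TSS, and it was listed on 3 rows.

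**Figure D2:**
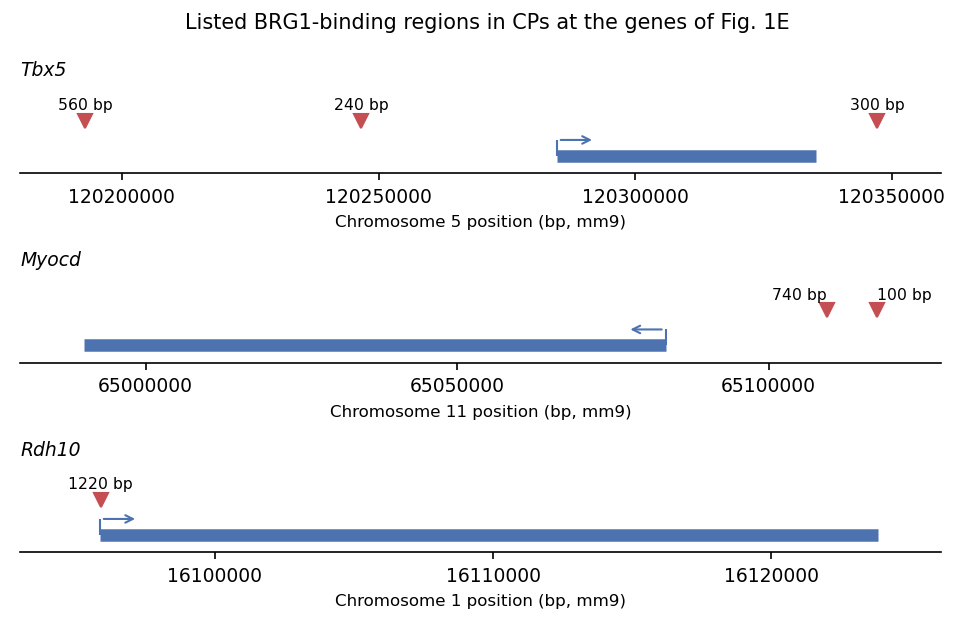
Positions in bp on mm9 of the listed regions (red triangles, with widths in bp) within 100 kb of Tbx5, Myocd and Rdh10 (blue bars, with an arrow at the TSS in the direction of transcription). The regions at Tbx5 and Myocd lie away from the TSS, and the region at Rdh10 covers it.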

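Each distinct region was given 1 class, with promoters (any overlap with 1 kb either side of an annotated TSS) before exons, and exons before introns. Promoters held 2566 regions, or 73.9% (95% Wilson interval 72.4% to 75.3%), and 371 regions (10.7%, 9.70% to 11.8%) lay in introns. A further 480 regions (13.8%, 12.7% to 15.0%) lay between genes, and 56 (1.61%, 1.24% to 2.09%) lay in exons away from promoters. The intervals cover counting error over regions, not error between libraries. In random placements on the same chromosomes, 5.19% of regions lay at promoters (central 95%, 4.46% to 5.90%; permutation test, one-sided, p = 0.001, the smallest possible). The share at promoters moved most when a region was counted in each class it overlapped, to 34.8% of all region-class pairs, against 4.76% in random placements. When promoters were limited to 1 kb upstream of the TSS, 51.5% of the regions lay at promoters and 18.9% in exons. The paper drew its classes with annotatr, which defines promoters this way. Regions at promoters had a median width of 420 bp and those elsewhere of 200 bp. Marks of active enhancers such as H3K27ac were not analysed here.

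**Figure D3:**
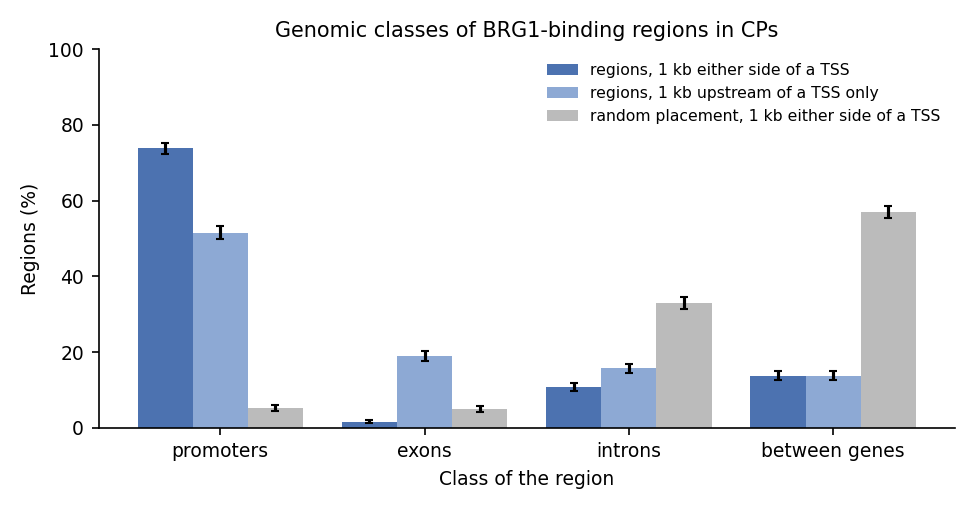
Share (%) of distinct BRG1-binding regions in CPs in each genomic class, for promoters of 1 kb either side of a TSS (dark blue) or 1 kb upstream only (light blue), and the mean of random placements (grey). Error bars are 95% Wilson intervals for the regions and the central 95% of placements for random positions; promoters hold 73.9%, 51.5% and 5.19%.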

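Genes were associated with a region when their TSS was the nearest to its midpoint on either side and at most 1 Mb away. The distinct regions were associated with 5941 annotated genes, and 3457 of the regions had a gene on both sides. When only protein-coding genes could flank a region, 5332 genes were associated. The count moved most when a region was given its single nearest gene, to 3231. The nearest pair of TSSs on any side gave 6040 genes. Taking 1 TSS on each side was settled after both counts had been seen. GREAT's own gene set was not used here.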

In CPs, BRG1 was bound to both transcriptional start sites (TSS) and H3K27ac marked active enhancer regions (Wamstad et al., 2012) (Fig. 1F and Fig. S1D) and associated with 5274 genes (the two nearest genes flanking a BRG1-binding site within 1 Mb). 

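For comparison with any set of genes, 23.8% of all protein-coding genes were associated with a region within 1 Mb when only protein-coding genes could flank a region. A region lay within 1 kb of an annotated TSS of 2667 protein-coding genes (11.9%). Over the chromosomes that carried regions, the median distance from the TSS of a protein-coding gene to the midpoint of the nearest region was 174 kb, with quartiles at 52.1 and 541 kb. The lists of BRG1-activated and BRG1-repressed genes were not used here, so their overlap with the regions was not recounted.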

21.9% of BRG1-activated and 20.9% of the BRG1-repressed genes overlapped with genes nearest to a BRG1-binding site. Putative BRG1-activated targets were enriched for cardiac muscle development, contraction and circulatory system processes, whereas putative BRG1-repressed targets were enriched for embryonic limb and skeletal system development (Fig. S1E). 

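With the distance limited to 100 kb, the regions were associated with 5136 annotated genes. At this distance 2346 regions had a gene on both sides, 1009 had a gene on 1 side and 118 had none. When only protein-coding genes could flank a region, 4280 genes were associated, or 19.1% of all protein-coding genes. The single nearest gene gave 3145.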

Similar enrichment of biological processes was observed for the two nearest genes flanking the BRG1-binding sites within 100 kb (Fig. 1G and Fig. S1F). These results show that BRG1 facilitates cardiac gene expression programs while preventing other developmental programs.

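Fig. 1D names 10 BRG1-activated and 9 BRG1-repressed genes behind the enriched processes. Of the activated genes, 3 (Myl3, Xirp1 and Myl2) were among the genes associated with a region within 1 Mb, and none had a region within 1 kb of an annotated TSS. The region nearest to Myl2 lay on chromosome 5 from 122544606 to 122544845, 6.23 kb upstream of the TSS. For the contractile protein genes Myh6 and Myh7 the nearest region, on chromosome 14 from 55544686 to 55545465, lay 40.7 and 68.4 kb downstream of the TSS, and the TSSs of other genes were closer to it. Of the repressed genes, 4 (Fgf9, Rdh10, Sema3c and Cyp26b1) were associated, and each of these had a region within 1 kb of an annotated TSS. At Cyp26b1, which encodes a retinoic acid hydroxylase, that region was 1800 bp wide, on chromosome 6 from 84537546 to 84539345. Its midpoint lay 5.29 kb downstream of the outermost TSS of the gene, and that of the Fgf9 region lay 1.74 kb downstream. Both regions were thus within 1 kb only of the TSS of another transcript, unlike those at Rdh10 and Sema3c. With only protein-coding genes as flanking genes, Osr1 and Dll4 were associated as well. The median distance to the nearest region was 101 kb for the activated and 25.3 kb for the repressed genes, and the ranges overlapped, from 6.23 to 822 kb and from 0.041 to 934 kb. The difference between these small sets, which the paper selected, was not tested. From the overlap of BRG1-regulated genes with genes near BRG1-binding sites, and from the processes enriched among them, the paper concludes that BRG1 promotes the expression of cardiac genes and holds back other programs of development.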

**Fig. 2.**
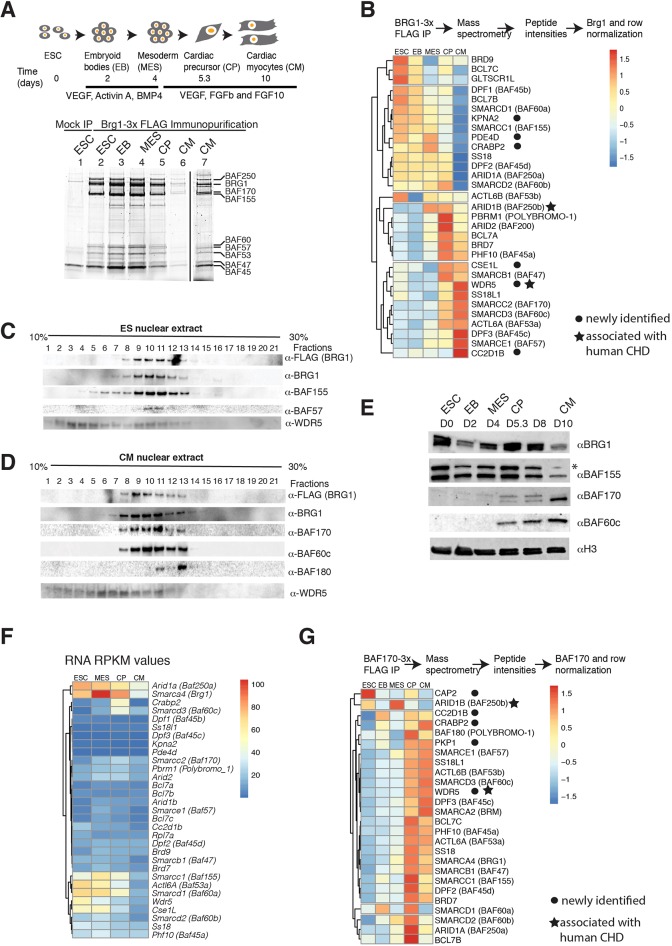
**BRG1-containing complexes dynamically change subunit composition during cardiac differentiation.** (A) Schematic representation of cardiac differentiation and isolation of BRG1 complexes by anti-FLAG immunopurification. SDS-PAGE showing BRG1 complexes from an untagged (lane 1) and a Brg1-3x FLAG tagged mESC line differentiated to CMs at different stages (lanes 2-6). The BRG1 complex isolated at the CM stage (lane 6) is shown with increased contrast in lane 7. Protein complexes were analyzed using 10% SDS-PAGE and stained with SyproRuby protein gel stain. Protein labels are based on molecular mass and the nomenclature of BRG1-associated factors (BAFxx, where xx is molecular mass). These bands were not individually excised and identified. (B) Mass spectrometric analysis of BRG1 complexes. The peptide intensities are normalized to mock untagged intensities and to BRG1 intensities, and are further normalized across the row. Blue and red indicate depletion and enrichment, respectively; yellow indicates unchanged. Nuclear extracts of ESCs (C) or CMs (D) resolved in a 10-30% glycerol gradient and BRG1-associated subunits detected by western blot. (E) Nuclear extracts resolved in 10% SDS-PAGE from different stages of cardiac differentiation detected BAF/PBAF subunits by western blot. (F) A RNAseq expression profile (RPKM) of BAF/PBAF subunits during cardiac differentiation. (G) Peptide intensities of immunopurified BAF170-3×FLAG protein after immunopurification-mass spectrometry, normalized to mock and to BAF170 proteins, and across stages of differentiation. Blue and red indicate depletion and enrichment, respectively; yellow indicates unchanged.

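The regions near BRG1-activated and BRG1-repressed genes were not separated here, and the values cover the whole list. The GATA word AGATAA, on either strand, occurred in 352 distinct regions (10.1%), against 21.8% of 6946 sequences of the same widths 5 kb away on each side (odds ratio 0.404, Fisher's exact test, two-sided, p = 1.87e-52). The T-box word AGGTGTGA occurred in 0.921% of regions and 2.43% of the flanking sequences (odds ratio 0.373, Fisher's exact test, two-sided, p = 2.45e-08). The regions were richer in G and C than their flanks, with a median of 72.4% against 45.0%, and the flanks were not matched on composition. All 29 other words made of the bases of AGATAA were also less frequent in the regions, with odds ratios of at most 0.310. The odds ratio of AGATAA was thus above all of theirs. Of the 419 other words of the bases of AGGTGTGA, 412 were less frequent too. The lower shares over all regions therefore do not show that either motif is avoided. The values depended on the class of region, in a split chosen after the data had been seen. In regions at promoters, the odds ratio was 0.164 for AGATAA and 0.227 for AGGTGTGA. In the 907 regions away from promoters, AGATAA occurred in 24.9% against 15.8% of the flanking sequences (odds ratio 1.77, Fisher's exact test, two-sided, p = 2.34e-08), while AGGTGTGA occurred in 1.76% against 1.71% and did not differ from its flanks (odds ratio 1.03, same test, p = 1). A longer GATA word, TGATAAG, tried after the data had been seen, had an odds ratio of 0.489 over all regions and 2.30 away from promoters.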

Motif enrichment analysis using HOMER (Heinz et al., 2010) revealed GATA motifs near BRG1-activated sites and T-box motifs near BRG1 repressed sites, among others (Fig. 1H). Consistently, BRG1-binding sites correlated well with GATA4- and TBX5-binding sites in CPs (Fig. 1I) (Luna-Zurita et al., 2016), suggesting that BRG1 interacts with cardiac TFs to regulate gene expression during cardiac lineage commitment, as predicted from gain-of-function experiments (Lickert et al., 2004; Takeuchi and Bruneau, 2009). Thus, BRG1 (and BRG1 containing complexes), likely in collaboration with cardiac transcription factors, direct the cardiac gene expression program while preventing expression of non-cardiac genes.

### The BRG1 complex shows dynamic composition during CM differentiation

To understand the composition of BRG1-associated complexes during cardiac differentiation, we immunopurified BRG1 using a mouse embryonic stem (ES) cell line in which a 3×FLAG epitope tag was added to the endogenous BRG1 open reading frame (Attanasio et al., 2014), under moderately stringent binding and wash conditions (300 mM NaCl, 0.02% NP40), and competitively eluted BRG1-containing complexes in presence of 0.1 mg/ml 3×FLAG peptide. We isolated BRG1 complexes from five different stages of cardiac differentiation: ES cells (ESCs), embryoid bodies (EBs), cardiac mesoderm (MES), cardiac progenitor (CP) and cardiac myocytes (CM) in biological triplicates (Fig. 2A). An untagged control cell line similarly processed in biological triplicates at each stage served as a negative control. BRG1 complexes isolated from each of these stages showed protein profiles similar to previously reported complexes, and we have annotated the bands based on these well-described complex migration patterns, keeping in mind that each band was not excised and identified (Fig. 2A) (Ho et al., 2009b). We performed mass spectrometry (MS) in biological triplicates and technical duplicates, and compared peptide intensities after normalizing against an untagged control, the bait BRG1 protein, and across stages of differentiation, and identified the composition of the BRG1 complexes at these five stages of cardiac differentiation (Fig. 2B, Tables S1-S3). This resulted in highly statistically significant identification of BAF complex subunits. ESC-derived BRG1 complexes were enriched for BRD9, GLTSCR1l (BICRAL), BCL7b, BCL7c, BAF45b (DPF1), BAF155 (SMARCC1) and BAF60a (SMARCD1), consistent with previous reports (Ho et al., 2009b; Kadoch and Crabtree, 2013). We identified proteins enriched at mesoderm (PDE4D, CRABP2, ARID1B), CP [BAF60b (SMARCD2), POLYBROMO-1 (PRBM1), ARID2, BAF47 (SMARCB1), BCL7a, BRD7 and BAF45a) and CM stages [BAF170 (SMARCC2), BAF60c (SMARCD3), BAF57 (SMARCE1), SS18l1, BAF45c (DPF3), WDR5 and CC2D1B]. New BRG1-interacting factors were identified, including CRABP2, KPNA2, PDE4D, CSE1L, CC2D1B and, intriguingly, WDR5. WDR5 is well known to be part of the MLL complex, and has been implicated in human CHD (Zaidi et al., 2013). Glycerol gradient experiments showed co-sedimentation of BAF/PBAF subunits in ES cells and CMs, including WDR5 (Fig. 2C,D). Notably, we did not identify cardiac transcription factors that we previously suggested associate with BAF complexes (Lickert et al., 2004; Takeuchi and Bruneau, 2009; Takeuchi et al., 2011), likely owing to transient and weak interactions with the complex. Functional assessment of BRG1 complexes by *in vitro* nucleosome repositioning or ATPase activity assays indicated that stage-specific complexes had similar activities (Fig. S2A-C). Thus, BRG1 complexes have dynamic subunit composition that gradually changes during cardiac differentiation and is enriched for specific subunits in cardiac lineages.

These results suggest that the BRG1 complex changes its composition during cardiac differentiation and BAF subunits switch from one isoform to other (e.g. BAF60a in ES is replaced by BAF60c in CP/CM BAF complexes) or to a different protein (BAF155 in ES cells to BAF170 in cardiac cells). The switch from BAF155 in ES BAF to more abundant BAF170 in CP/CM, and the appearance of BAF60c only in cardiac cell lineages during differentiation were consistent with their expression pattern (Fig. 2E). However, most subunits were not transcriptionally regulated, and thus the assembly reflects developmental stage-specific inclusion of these subunits (Fig. 2F).

To understand further the composition of cardiac-enriched complexes, we immunopurified BAF170 using a mouse ESC line in which a 3×FLAG epitope tag was added to the endogenous BAF170 open reading frame at five different stages of cardiac differentiation in biological triplicates. A non-FLAG-tagged line processed similarly at each stage served as a negative control. We eluted protein with FLAG peptides and analyzed FLAG purified material by mass spectrometry. Many of the BRG1-associated proteins at the CP and CM stages using BRG1 as bait were also enriched using BAF170 as bait, with certain exceptions (Fig. 2G). For example, ARID1b is enriched in the BRG1 immunopurification-MS at the MES-CM stages, whereas in the BAF170 immunopurification-MS it is depleted. WDR5 was also present in the complexes isolated by BAF170-immunopurification, supporting its association with BAF complexes. In addition, we detected the alternate ATPase BRM in the BAF170-FLAG purification, indicating that BAF170 functions within separate BRG1 and BRM complexes. These results suggest that dynamic subunit composition and subunit switch are important aspects of BAF complexes during cardiac differentiation.

### BAF170 and BAF60c facilitate CM differentiation

Having established the dynamic composition of BAF complexes in cardiac differentiation, we selected two subunits for functional studies: BAF60c and BAF170. BAF60c is known to be important for cardiac differentiation and morphogenesis *in vivo*, although little is known about BAF170 in this context. We investigated the functional roles of *Baf60c* and *Baf170* by deleting them in ES cells using TALEN or CRISPR strategies (Fig. 3A). Both *Baf60c* KO and *Baf170* KO cells underwent cardiac differentiation as observed by beating cardiac myocytes and immunostaining of cardiac Troponin T (Fig. 3B). However, cells lacking BAF170 had a delay in the onset of beating (Fig. 3C) and both *Baf60c* and *Baf170* KO cells displayed significant aberrations in beating, including number of beats per minute and amplitude of beating (peak heights) (Fig. 3D), which are indicative of abnormal cardiac differentiation. Directed differentiation phenotypes must, of course, be interpreted with caution, as a defective gene regulation program may be overcome by a strong set of instructive signals, resulting in a superficially perceived mild or absent phenotype. For example, cells lacking both the cardiac transcription factors NKX2-5 and TBX5 undergo cardiac differentiation but with alterations in gene expression (Luna-Zurita et al., 2016). Mice lacking BAF60c have impaired cardiac morphogenesis, clearly indicating a crucial role for this subunit, but do have CMs, consistent with our *in vitro* observations (Sun et al., 2018). Nonetheless, to understand how these subunits regulate gene expression, we collected cells at CP and CM stages, and carried out RNAseq. In *Baf60c* KO CPs, a total of 474 genes (*P*<0.05, ±1.5-fold) were deregulated, of which 45% were activated and 55% were repressed, while a total of 382 genes are deregulated in *Baf170* KO CPs, of which roughly equal number of genes were up- or downregulated (Fig. S3A, Tables S5 and S6). Gene ontology analyses revealed that *Brg1*- and *Baf60c*-dependent genes share common functions in activating genes involved in cardiac and muscle tissue development and contraction, while repressing skeletal system and limb morphogenesis (Fig. S3C). *Baf170*-dependent genes in CPs are involved in skeletal system morphogenesis and pattern specification (Fig. S3C). However, in both *Baf60c* and *Baf170* KO CMs, a large percentage of genes were repressed. In *Baf60c* KO CMs, out of a total 2646 genes, 72% were repressed and 28% were activated, while in *Baf170* KO CMs, out of 574 genes, 63% and 37% were repressed and activated, respectively (Fig. S3B). *Baf60c* KO CM repressed genes were mostly involved in biological adhesion, developmental process and cell motility, whereas *Baf170* KO CM repressed genes are involved in cell differentiation and cellular developmental processes (Fig. S3D). These results indicate a largely repressive function of these cardiac-enriched subunits in gene regulation.

**Fig. 3.**
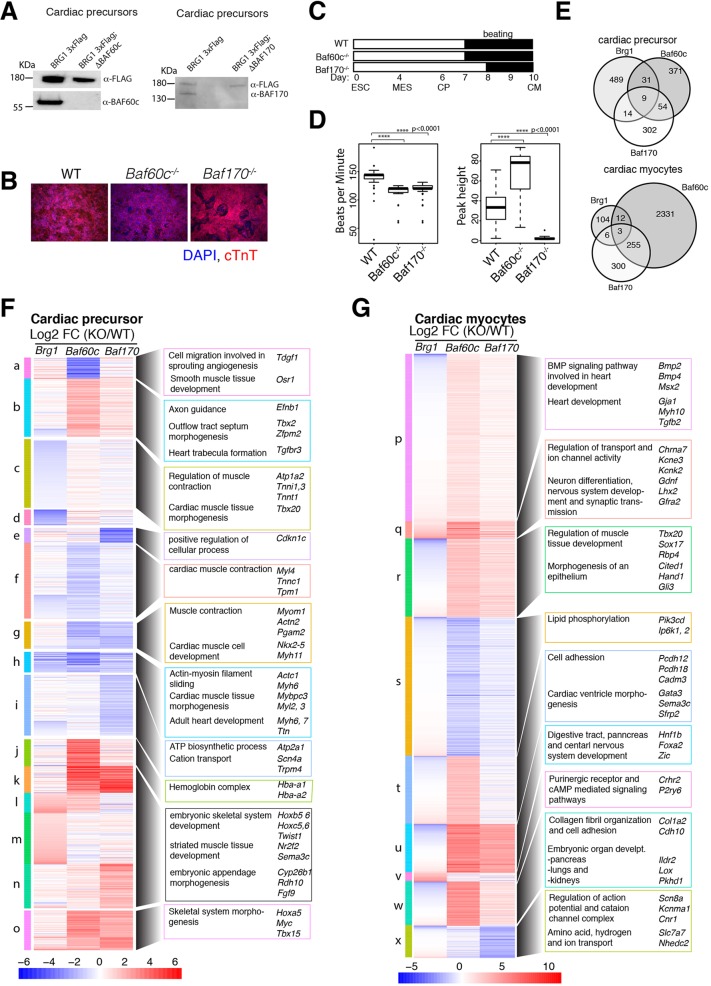
**BAF60c and BAF170 regulate both common and distinct gene expression programs compared with BRG1.** (A) Loss of BAF60c and BAF170 proteins in respective KO cells detected by western bot in CPs. BRG1 levels are shown as loading controls. (B) Immunofluorescence of cardiac troponin T protein in wild-type, BAF60cKO and BAF170 KO cells in CMs. (C) Schematics showing the onset of beating in differentiating CMs (an average of multiple wells and differentiations). (D) Assessments of beating properties of wild-type, BAF60c KO and BAF170 KO CMs obtained by measuring the number of beats per minute and amplitude of beating represented by peak heights. Boxplots show data from the 1st quartile to the 3rd quartile with horizontal lines indicating the median. Whiskers are 1.5 times the interquartile range, with outliers shown outside of the whiskers. (E) Venn diagram shows an overlap of significantly affected genes (±1.5-fold, *P*<0.05) in the absence of *Brg1*, *Baf60c* and *Baf170* at CP and CM stages. (F,G) Heat maps comparing genes significantly deregulated in any of the three genotypes over their respective wild-type counterpart at CP (F) and CM (G) stages. Clusters are shown in vertical colored bars on the left and representative genes involved in various biological processes are shown on the right of the heat map.

Overall comparison of the gene expression changes in CPs and CMs lacking BRG1, BAF60c or BAF170 show that all three have shared functions in CP gene expression, but that in CPs and CMs, BAF60c and BAF170 regulate a cohort of genes independently of BRG1 (Fig. 3E-G). These results could be due to an accrued effect of BAF60c or BAF170 loss in gene expression during cardiac differentiation or divergent role of these two subunits from BRG1, suggesting their association in a different BAF complex or potential independent function outside of BAF complexes.

### BAF subunits modulate temporal chromatin accessibility and facilitate cardiac gene expression programs

To understand the function of BRG1, BAF60c and BAF170 in gene expression regulation, we used ATACseq (Corces et al., 2017) to examine chromatin accessibility genome wide in CPs and CMs. We compared differential chromatin accessibility profiles in *Brg1* conditional KOs, and *Baf60c* and *Baf170* KOs in CP and CM cells, and analyzed the two nearest (within 100 kb) genes to an ATACseq site, for enrichment of biological processes (Fig. 4). In CPs, *Brg1* maintains chromatin accessibility near genes involved in cardiovascular development, cardiac tissue morphogenesis and regulation of cell differentiation (Fig. 4A, clusters *a*, *g* and *i*), and prevents chromatin accessibility near genes involved in transcriptional regulation and chromatin organization (Fig. 4A, cluster *e*). In the absence of BAF60c, accessibility was increased at genes that are involved in non-cardiac cell differentiation and regulation of cell migration (Fig. 4A, cluster *f*). In contrast, in the absence of either BAF60c or BAF170, accessibility was reduced near genes involved in cardiovascular development (*Gata4*, *Tbx5*, *Myocd* and *Myh7*), calcium handing (*Ryr2*) and muscle contraction (*Scn5a*, *Scn10a* and *Kcnq1*) (Fig. 4A, clusters c and d; Fig. 4B,C). Loss of BAF60c and BAF170 increased chromatin accessibility near genes involved with embryonic limb and skeletal muscle development (*Myf5*, *Myf6* and *Tbx2*) and early embryo development (*Cer1*, *Dkk1*, *Fgf9* and *Gsc*) (Fig. 4A, cluster *h-j* and Fig. 4D).

**Fig. 4.**
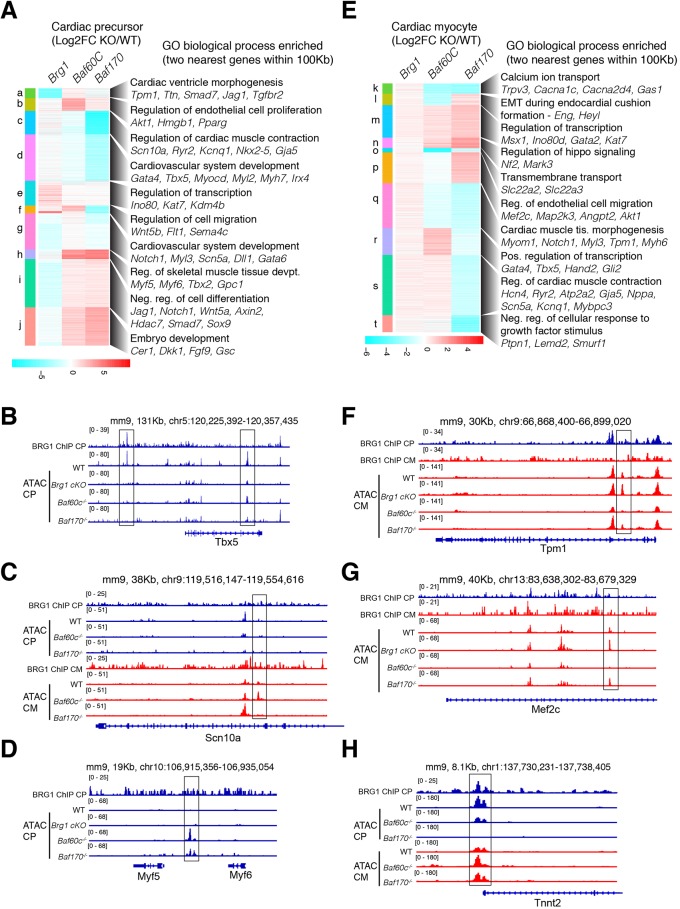
**BRG1, BAF60c and BAF170 regulate temporal chromatin accessibility.** (A,E) Heat maps of significantly affected ATAC-seq peaks (FDR <0.05, twofold change) in BRG1 conditional, BAF60c KO and BAF170 KO over their respective wild-type counterparts in CPs (A) or CMs (E). Enriched biological processes of the two nearest genes (within 100 kb) to the ATACseq peaks were analyzed using GREAT (McLean et al., 2010) and are shown to the right with representative genes. (C,H) Browser tracks showing delayed opening of *Tnnt2* promoter chromatin (H) and loss of *Scn10a* enhancer in absence of BAF170 (C). (B,D,F,G) Chromatin opening and closing near *Tbx5* (B) and *Myf5* (D) in the absence of BAF60c and BAF170 in CPs, and chromatin closing in *Tpm1* (F) and *Mef2c* (G) in the absence of BAF60c in CMs are shown.

In CMs, loss of BRG1 did not change chromatin structure, consistent with gene expression (Figs 4E and 1C), whereas loss of BAF60c and BAF170 increased chromatin accessibility near genes involved in chromatin and transcription regulation (*Ino80d* and *Kat7*), and hematopoietic differentiation (*Gata2*). BAF60c alone is implicated in promoting chromatin accessibility near CP genes (*Gata4*, *Tbx5* and *Hand2*), whereas BAF60c and BAF170 are important in chromatin accessibility near genes involved in cardiac function (*Myom1*, *Tpm1*, *Myh6* and *Myl3*) (Fig. 4F) and calcium ion transport (*Cacna1c* and *Cacna2d4*). Uniquely, they also regulate chromatin near signaling and cell migration genes (Fig. 4G). Furthermore, in the absence of BAF170, we observed delayed accessibility of the *Tnnt2* promoter (Fig. 4H), consistent with delayed onset of beating (Fig. 3C), and impaired accessibility at an enhancer in the *Scn10a* gene (Fig. 4C). This *Scn10a* region is a known TBX5-dependent enhancer of *Scn5a*, and was identified as containing a GWAS SNP associated with altered electrophysiology in humans (van den Boogaard et al., 2014, 2012). These data provide evidence of the unique and shared functions that individual BAF subunits exert in order to regulate chromatin structure.

### Both BAF170 and BAF60c regulate BAF complex composition

BAF60c and BAF170 have crucial roles in regulation of chromatin structure and transcription. It is not clear whether mammalian BAF complex composition is reliant on the presence of specific subunits. Importantly, BAF60 and BAF170 family subunits are part of the initiating steps in BAF complex assembly (Mashtalir et al., 2018). To understand the nature of BAF complexes formed in the absence of these cardiac-enriched subunits, we immunopurified BRG1-3×FLAG complexes from ESC lines lacking BAF60c or BAF170 at CP and CM stages. SDS-PAGE revealed increased abundance of BRG1-containing complexes in BAF170 KO CMs (Fig. 5A). During the CP to CM transition, BRG1 complex abundance is normally reduced in wild-type cells (Fig. 2A, compare lane 5 with lane 6) and in BAF60c KO cells (Fig. 5A, compare lanes 2-4 with lanes 5 and 7). In BAF170 KO the abundance of BAF complexes remained unchanged (Fig. 5A, compare lanes 8 and 9 with lanes 10 and 11), indicating a crucial role for BAF170 in BRG1 complex abundance.

**Fig. 5.**
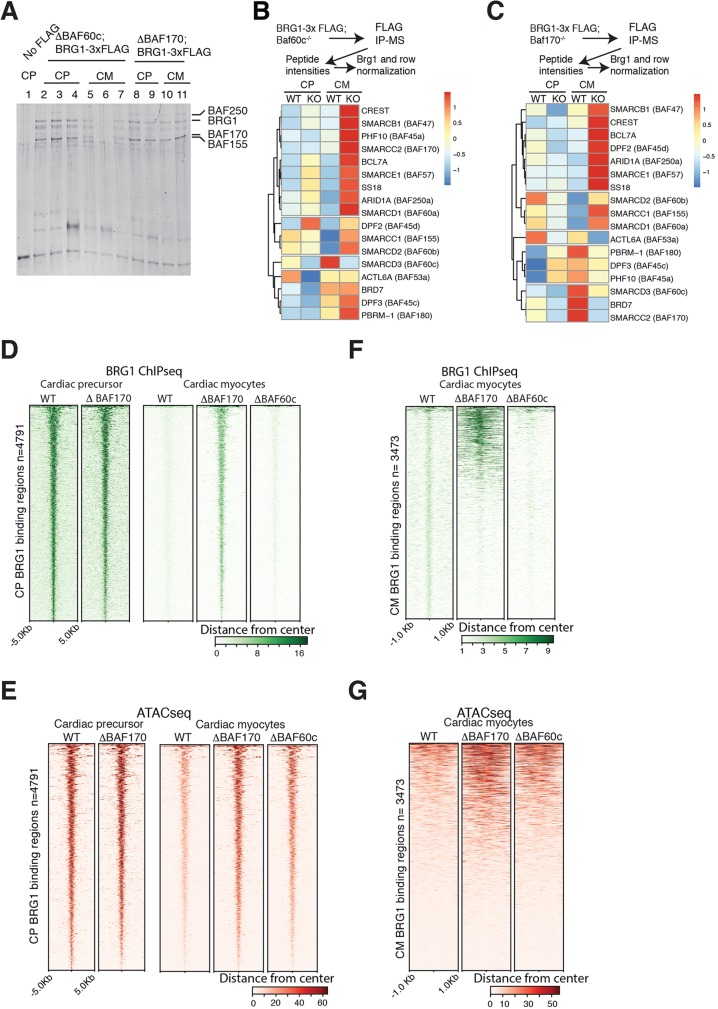
**Cardiac-enriched BAF subunits regulate BRG1 complex relative abundance and genome binding.** (A) An immunoprecipitated and FLAG-eluted BRG1-containing complex isolated from untagged cells or from cells lacking BAF60c or BAF170 in CPs and CMs analyzed using 10% SDS-PAGE. (B,C) Peptide intensities of FLAG immunopurification-mass spectrometry in the absence of BAF60c (B) or BAF170 (C) in CPs and CMs after normalization to mock control and to BRG1 levels, and across stages of differentiation. (D) ChIP-Seq showing BRG1 binding over 4791 peaks in wild-type and BAF170 KO CPs (left panel). BRG1 binding over these same 4791 CP sites in wild-type, BAF170 KO or BAF60c KO CMs (right panel). (E) ATACseq signal over 4791 BRG1-binding sites in CPs and CMs for the indicated genotypes. (F) BRG1 ChIP over 3473 peaks in wild-type, BAF170 KO and BAF60c KO CMs. (G) ATACseq signal over 3473 CM BRG1-binding sites over the indicated genotypes in CMs.

MS analyses of these complexes revealed significant differences in subunit composition in the absence of BAF60c or BAF170 (Fig. 5B,C). In CPs, BRG1 complexes lacking BAF60c had reduced association of BAF53a, BRD7, BAF45a and BAF45c, and were enriched for BAF45d, BAF47, SS18, BAF155 and BAF60a (Fig. 5B and Fig. S4A). In CMs, we observed increased association of many subunits with BRG1 in the absence of BAF60c (Fig. 5B, Fig. S4A and S4B). Similarly, BAF170 loss led to BRG1-containing complexes with reduced association of BCL7a, BAF45d, BAF60c, BAF47 and BAF53a (ACTL6A), and increased association of BAF45c, SS18L1 (CREST) and BAF180 (PRBM1) with BRG1 in CPs. In CMs, loss of BAF170 reduced association with BAF60c and increased association with BAF155 and BAF60b (Fig. 5C, Fig. S4A and S4B). The altered complexes formed are not due to changes in the transcriptional level of BAF subunits (Fig. S4C).

These results suggest that a fine balance exists in the composition of the BAF complex and perturbation of one subunit extends to the association of other subunits in the complex. It further indicates that different subunits or isoforms substitute for the absence of one or more subunits. For example, both BAF60a and BAF60b substitute for the lack of BAF60c, and depletion of BAF45c is balanced by enrichment of BAF45a (Fig. S4B). These results emphasize that subunit switching and substitution in BAF complex composition could be an important mechanism in cardiac lineage specification.

### BAF170 facilitates temporal BRG1 dissociation from the genome

We explored the possibility that BAF60c or BAF170 help direct the genomic localization of BRG1. In CPs, BRG1 binds to a set of 4791 sites (Fig. S1B) and these are largely unaffected in absence of BAF170 (Fig. 5D). BRG1 binding at these site is severely reduced in CMs, perhaps owing to the reduced abundance of BRG1-containing complexes (Fig. 2A, compare lane 5 with 6; Fig. 2E, BRG1 western, compare CP with CM). However, in the absence of BAF170, BRG1 binding at a large subset of these sites is retained in CMs (Fig. 5D), consistent with the increased relative abundance of BRG1-containing complexes. These chromatin regions are accessible in CPs and are normally subsequently inaccessible in CMs, but remain accessible in absence of BAF170, consistent with retained BRG1 complexes remodeling these regions (Fig. 5E). In CMs, BRG1 weakly bound to 3473 sites, and lack of BAF170 increased BRG1 binding to some of these (Fig. 5F), whereas the absence of BAF60c reduced the binding of BRG1. These binding dynamics correlated with chromatin accessibility (Fig. 5G). This suggests that recruitment of BRG1-inclusive complexes is regulated by cardiac-specific subunits, and that concomitant dynamic expulsion of the complex is also highly regulated by similar processes.

## DISCUSSION

BRG1-containing complexes respond to and modulate lineage decisions and differentiation in cardiac development by incorporating specific subunits at discrete stages. These specialized BAF complexes regulate distinct gene expression programs to drive cardiogenesis while simultaneously repressing alternate non-cardiac developmental programs. Our results suggest that BAF complexes use multiple interdependent mechanisms, including switching subunits or isoforms, regulating relative subunit abundance, altering BRG1 recruitment and expulsion strategies, to modulate dynamics of cardiac differentiation. This unanticipated complexity of chromatin complex regulation emerges as a crucial determinant of differentiation.

Subunit composition switching of chromatin remodeling complexes have been reported during neural development (Lessard et al., 2007; Nitarska et al., 2016; Yoo et al., 2009) and skeletal myogenesis (Goljanek-Whysall et al., 2014; Saccone et al., 2014). For example, during myogenic differentiation, BAF60c expression is facilitated over the alternative isoforms BAF60a and BAF60b, which are post-transcriptionally repressed by myogenic microRNAs. However, the systematic immunopurification-MS-based discovery of BAF/PBAF complex subunits during the time course of a well-regulated differentiation process has, to date, not been achieved. Importantly, we show that BRG1-associated subunits at different stages of cardiac differentiation form specific complexes to activate or repress specific transcriptional programs. In addition, we determine that the presence of specific BAF subunits greatly dictates the overall composition, and therefore function, of the complex.

The continued roles played by BAF60c and BAF170 are intriguing considering the reduced role of BRG1 in later stages of cardiac differentiation. The incorporation of these subunits within a BRM-containing complex could explain this, although the apparent absence of a developmental or postnatal cardiac phenotype in BRM-null mice might indicate minimal importance of these complexes (Reyes et al., 1998). It has been suggested that BAF60c may function independently of the BAF complex (Forcales et al., 2012; Wang et al., 2013), although there is no evidence for this in cardiac cells. It is also possible that the altered BAF complex assembly in the absence of BAF60c or BAF170 creates a set of complexes with anomalous function, thus leading to aberrant gene expression.

BAF60c and BAF170 are essential for BRG1 complex composition. Altered association or dissociation of several subunits in the absence of BAF60c or BAF170 indicates the presence of sub-modules within the BAF complex mediated by these subunits. Our observations are consistent with reports in yeast SWI/SNF complexes where the absence of specific subunits forms sub-modules or altered SWI/SNF complex composition (Dutta et al., 2017; Sen et al., 2017; Yang et al., 2007). Thus, phenotypic observations in absence of a particular subunit may be the result of disruption of a module containing many subunits. Conflicting evidence regarding this mechanism has been shown for other BAF complex subunits in mammalian cells (Nakayama et al., 2017; Wang et al., 2017). We interpret our results as indicating that a stable complex with broadly altered composition exists in the absence of BAF60c or BAF170.

BRG1 binding to genomic sites in CPs and putative BRG1 targets both have crucial roles in the promotion of cardiac gene expression programs, while repressing non-cardiac fate. BRG1 binding is greatly reduced in CMs, indicating diminished BRG1 function. Our finding that BAF170 promotes BRG1 dissociation from the genome indicates a potential mechanism of BAF170-mediated gene regulation during differentiation. How BAF170 regulates genomic expulsion of BRG1 is currently not understood, but association of BAF170 with BRM-containing complexes in CM might evict BRG1 from BAF complexes as both BRG1 and BRM are mutually exclusive. Furthermore, a concomitant increase in BAF170 and decrease in BAF155 association with BRG1-containing complexes during cardiac differentiation might make BRG1 prone to post-transcriptional modification and proteasome-mediated degradation, as BAF155 is known to stabilize BRG1-containing complexes (Sohn et al., 2007). Consistently, we observe increase in BRG1 complex abundance in the absence of BAF170 in CMs.

In conclusion, our study identifies morphing combinations of specific BAF subunits that form and change subunit compositions during cardiac differentiation, and drive stage-specific cardiac gene expression programs. These results are consistent with the known *in vivo* roles of BAF complex subunits (Hang et al., 2010; Sun et al., 2018; Takeuchi et al., 2011). Genetic dissection of individual subunit contribution clearly unveils a profound and specific function of individual BAF complex subunits. How BAF chromatin remodelers with different subunit composition provide specificity to gene expression programs will be the focus of future studies.

## MATERIALS AND METHODS

### Cardiomyocyte differentiation

Mouse embryonic stem cells (ESCs) were cultured in feeder-free condition sin serum and leukemia inhibitory factor-containing medium. CMs were differentiation as described previously (Kattman et al., 2011; Wamstad et al., 2012). *Brg1* was deleted in presence of 200 nM 4-hydroxytamoxifen for 48 h with control cells treated similarly with tetrahydrofuran (Ho et al., 2009a).

### Knockout cell line generation

BAF60c was inactivated by targeting exon 2 of *Baf60c* with two pairs of TALENs following the methods of Sanjana et al. (2012), except a CAGGS promoter replaced the CMV promoter (Giorgetti et al., 2014). 

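BAF60c is encoded by Smarcd3 (ENSMUSG00000028949), on the minus strand of chromosome 5 of mm9 from 24096636 to 24107830. A TALEN is a designed nuclease that is used as a pair and cuts between the sites bound by its members. Exon 2 of the protein-coding transcript runs from 24104410 to 24104621, is 212 bp long and holds coding sequence. Each target sequence given for the TALEN pairs is 56 bp long when read without its space, and its parts on either side of the space each match mm9 exactly at 1 place, next to each other. The first lies from 24104240 to 24104295, in the intron after exon 2 and 114 bp from it. It is preceded on the plus strand by ACTGTGGGCACACAAAAGAACCAGACCAGT and followed by CACCCTTCCTTAGCTTTCCATCCCCACCAC. The second lies from 24104707 to 24104762, in the intron before exon 2 and 85 bp from it, and it overlaps exon 1 of a transcript annotated as a retained intron. It is preceded by TCCCGACCCCCAGGCCAGCGTGCCTGCGTT and followed by TGATTGGTGGGAGGGGCGGGGGCGCGGGAA. The targets thus lie on either side of the exon, with 411 bp between them. A BRG1-binding region of wild-type CPs, 440 bp wide, was listed at the Smarcd3 promoter from 24107506 to 24107945.

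**Figure D4:**
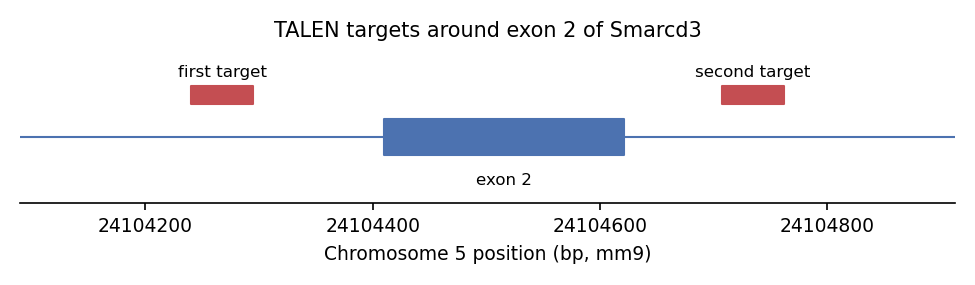
The TALEN target sequences (red) and exon 2 of Smarcd3 (blue) on chromosome 5 of mm9, with the position in bp on the horizontal axis. The first target ends 114 bp before the exon and the second starts 85 bp after it on the plus strand.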

The targets of TALEN are as follows: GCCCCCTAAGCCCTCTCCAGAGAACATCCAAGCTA GAATGACTTGGTCGCTGCTAC and CCCGCCCCTCTCCAAGACCCTGGGTTGGTA ACCCTGCGCTGAGCGATGAGTGGGAG.

BAF170 was targeted using CRISPR/Cas9 with sgRNA targeting exon 2 of *Baf170* following the protocol described by Cong et al. (2013). sgRNA were cloned to a *Bbs*I-digested pX330 vector by annealing the following primers: 5′ caccg CGCACCGCTTACTAAACTGC 3′ and 5′ aaac GCAGTTTAGTAAGCGGTGCG c 3′ (lowercase indicates the *Bbs*I digestion site). 

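BAF170 is encoded by Smarcc2 (ENSMUSG00000025369), on the plus strand of chromosome 10 of mm9 from 127896292 to 127927229. The guide sequence CGCACCGCTTACTAAACTGC matched mm9 exactly at 1 place, on the plus strand from 127898506 to 127898525, and is followed there by the protospacer adjacent motif CGG that Cas9 needs. The site is preceded by GGAAGAGGTTTTTGGCAAACATGTCAGCAA and followed by CGGTGAGTTCAAGGGGAGGGGGACAAATCC. It lies in coding sequence of exon 2, which runs from 127898408 to 127898527, is 120 bp long and is shared by 3 protein-coding transcripts. The guide ends 2 bp before the end of the exon. Cas9 would cut 3 bp from the motif, between 127898522 and 127898523. The BRG1-binding region of wild-type CPs that lay nearest to the Smarcc2 TSS, on chromosome 10 from 126602266 to 126602385, was 1294 kb upstream.

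**Figure D5:**
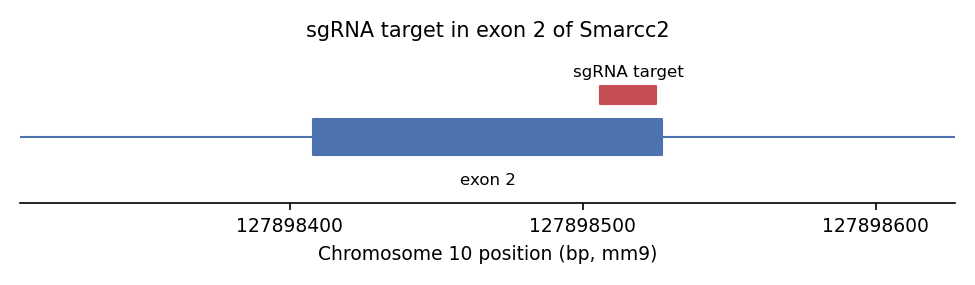
The sgRNA target (red) and exon 2 of Smarcc2 (blue) on chromosome 10 of mm9, with the position in bp on the horizontal axis. The target lies at the end of the exon, 2 bp from its last base.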

Targeting vector was constructed by cloning 458 and 459 bp of Baf170 DNA upstream and downstream of midpoint of sgRNA target site into *Kpn*I-*Xho*I and *Bam*H1-*Not*I sites of pFPF (a derivative of Addgene plasmid #22678 in which neomycin is replaced with puromycin cassette). 2.5 μg of each TALEN Baf60c plasmid or the sgRNA plasmid, plus 20 μg of BAF170 targeting constructs were used for transfection. Single clones were selected, grown, PCR genotyped and DNA sequenced.

### Nuclear extract preparation, western blot and anti-FLAG immunoaffinity purification

Nuclear extracts were prepared using protocols described previously (Abmayr et al., 2006). Western blotting was performed using standard techniques with PVDF membranes. Primary antibodies used were anti-BRG1 (Abcam, ab110641, 1:1000), anti-FLAG (Sigma, F1804, 1:1000), anti-BAF155 (Bethyl, A301-021A, 1:1000), anti-BAF170 (Bethyl, 1:1000, A301-39A), anti-BAF60c (Cell Signaling Technology, 62265, 1:1000) and anti-WDR5 (Bethyl, A302-430A, 1:2000 dilution). Secondary antibodies used were donkey anti-rabbit IRDye 800cw (Licor, 926-32213, 1:10,000), donkey anti-mouse IRDye 800cw (Licor, 925-32212, 1:10,000) and donkey anti-goat IRDye 680cw (Licor, 925-68074-1:10,000).

For immunoaffinity purification of BAF complexes, we leached out nuclear protein by using high-salt and glycerol, and did not digest DNA or RNA. Cell pellets (10^8^ cells) were incubated in a hypotonic buffer (10 mM TrisCl, 10 mM NaCl) and centrifuged at 500 ***g*** to separate the cytoplasmic fraction from nuclei. Nuclear proteins were leached out in nuclear extract buffer containing 0.3 M NaCl, 0.02% NP40 and 20% glycerol by rotating for 1 h at 4°C in absence of DNase or RNase. Soluble nuclear extracts were separated by centrifuging at 100,000 ***g*** for 1 h. The nuclear extract was incubated with 50 μl of anti-FLAG M2 agarose gel (Sigma, A2220) overnight, washed 10 times with the same nuclear buffer containing 0.3 M NaCl, 0.02% NP40 and 20% glycerol, and batch eluted with 0.1 mg/ml FLAG peptides (ELIM Biopharmaceutical). Protein complexes were resolved using 10% SDS PAGE.

### Mass spectrometry

Protein complexes were digested with trypsin for LC-MS/MS analysis. Samples were denatured and reduced in 2 M urea, 10 mM NH_4_HCO_3_, 2 mM DTT for 30 min at 60°C, then alkylated with 2 mM iodoacetamide for 45 min at room temperature. Trypsin (Promega) was added at a 1:100 enzyme:substrate ratio and digested overnight at 37°C. Following digestion, samples were concentrated using C18 ZipTips (Millipore) according to the manufacturer's specifications. Desalted samples were evaporated to dryness and resuspended in 0.1% formic acid for mass spectrometry analysis.

Digested peptide mixtures were analyzed by LC-MS/MS on a Thermo Fisher Scientific LTQ Orbitrap Elite mass spectrometry system equipped with a Proxeon Easy nLC 1000 ultra high-pressure liquid chromatography and autosampler system. Samples were injected onto a C18 column (25 cm×75 μm I.D. packed with ReproSil Pur C18 AQ 1.9 µm particles) in 0.1% formic acid and then separated with a 1 h gradient from 5% to 30% ACN in 0.1% formic acid at a flow rate of 300 nl/min. The mass spectrometer collected data in a data-dependent fashion, collecting one full scan in the Orbitrap at 120,000 resolution followed by 20 collision-induced dissociation MS/MS scans in the dual linear ion trap for the 20 most intense peaks from the full scan. Dynamic exclusion was enabled for 30 s with a repeat count of 1. Charge state screening was employed to reject analysis of singly charged species or species for which a charge could not be assigned.

Raw mass spectrometry data were analyzed using the MaxQuant software package (version 1.3.0.5) (Cox and Mann, 2008). Data were matched to the SwissProt mouse protein sequences (downloaded from UniProt on 19 July 2016). MaxQuant was configured to generate and search against a reverse sequence database for false discovery rate (FDR) calculations. Variable modifications were allowed for methionine oxidation and protein N-terminus acetylation. A fixed modification was indicated for cysteine carbamidomethylation. Full trypsin specificity was required. The first search was performed with a mass accuracy of ±20 ppm and the main search was performed with a mass accuracy of ±6 ppm. A maximum of five modifications were allowed per peptide. A maximum of two missed cleavages were allowed. The maximum charge allowed was 7+. Individual peptide mass tolerances were allowed. For MS/MS matching, a mass tolerance of 0.5 Da was allowed and the top six peaks per 100 Da were analyzed. MS/MS matching was allowed for higher charge states, water and ammonia loss events. The data were filtered to obtain a peptide, protein and site-level FDR of 0.01. The minimum peptide length was seven amino acids. Results were matched between runs with a time window of 2 min for technical duplicates. All precursor (MS1) intensities of valid peptide matches were quantified by the Maxquant LFQ algorithm using the match between runs option to minimize missing values.

For statistical analysis, the quantitative change of peptides that were uniquely assigned to protein isoforms across all immunopurifications were compared with the MSstats R package (v. 2.3.4) (Choi et al., 2014). Briefly, all peak intensities were Log_2_-transformed and their distributions were median centered across all runs using the scale option. All remaining missing intensity values were imputed by setting their value to minimal intensity value per run, as an estimate for the MS Limit Of Quantitation. The normalized dataset was then analyzed by fitting a mixed effects model per protein using the model without interaction terms, unequal feature variance, and restricted scope of technical and biological replication. The average change (Log2-Fold-Change) of the model-based abundance estimate was computed by comparing replicates of each differentiation stage against the ESC undifferentiated pool. Proteins with a greater than fourfold change (Log2 Fold Change >2) and test *P*-value<0.05 were determined as significantly altered during differentiation. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE (Perez-Riverol et al., 2018) partner repository with the dataset identifier PXD012721.

### Nucleosome reconstitution, repositioning and ATPase assay

Recombinant *Xenopus laevis* histone octamers were reconstituted on a 601-nucleosome positioning DNA (Lowary and Widom, 1998) as described previously (Hota et al., 2013). Nucleosome repositioning and ATP hydrolysis assays were performed as described previously (Hota et al., 2013).

### RNA-sequencing

Total RNA was isolated from biologically triplicate samples using miRNeasy micro kit with on-column DNase I digestion (Qiagen). RNA-seq libraries were prepared using the Ovation RNA-seq system v2 kit (NuGEN). Libraries from the SPIA amplified cDNA were made using the Ultralow DR library kit (NuGEN). RNA-seq libraries were analyzed using Bioanalyzer, quantified using KAPA QPCR and paired-end 100 bp reads were sequenced using a HiSeq 2500 instrument (Illumina). RNA reads were aligned with TopHat2 (Kim et al., 2013), counts per gene calculated using feature Counts (Liao et al., 2014) and edgeR (Robinson et al., 2010) was used for the analysis of differential expression. K-means clustering and pheatmap functions in R were used to cluster and generate heatmaps. GO enrichment analysis were performed using GO_Elite (Zambon et al., 2012).

### ChIP-Seq

Chromatin immunoprecipitations were performed according to O'Geen et al. (2011). Briefly, cells were double crosslinked with 2 mM disuccinimidyl glutarate (DSG) and 1% formaldehyde, and quenched with 0.125 M glycine. Frozen pellets (5×10^7^) were thawed, washed, dounced and digested with MNase. Chromatin was sonicated at output 4 for 30 s twice with a 1 min pause between cycles then centrifuged at 10,000 ***g*** for 10 min at 4°C and stored at −80°C. Chromatin (40 μg) was diluted to fivefold, pre-cleared for 2 h followed by immunoprecipitation with anti-Brg1 antibody (Abcam, 110641) for 12-16 h. 5% of samples were used as input DNA. Antibody-bound BRG1-DNA complexes were immunoprecipitated using 25 μl of M-280 goat anti-rabbit IgG dyna beads for 2 h, washed a total of ten times with buffers [twice with IP wash buffer 1 containing 50 mM Tris.Cl (pH 7.4), 150 mM NaCl, 1% NP-40, 0.25% sodium deoxycholate and 1 mM EDTA), five times with IP wash buffer 2 containing 100 mM Tris.Cl (pH 9.0), 500 mM LiCl, 1% NP-40 and 1% sodium deoxcholate, and then twice with IP wash buffer 2 along with 150 mM NaCl] of increasing stringency and eluted with 200 μl of elution buffer [10 mM TrisCl (pH 7.5), 1 mM EDTA and 1%SDS). Samples were reverse crosslinked, digested with proteinase K and RNAse A, and purified using AMPure XP beads (Beckman Coulter). To prepare libraries for sequencing, DNA was end repaired, A-tailed, adapter ligated (Illumina TrueSeq) and PCR amplified. PCR-amplified libraries were size selected and ampure purified. The concentration and size of eluted libraries was measured (Qubit and Bioanalyzer) before sequencing using a NEBNextSeq sequencer.

Reads (single end 75 bp) were trimmed using fastq-mcf and aligned to mouse genome mm9 assembly using Bowtie (Langmead et al., 2009). Minimum mapping quality score was set to 30. Statistically enriched bins with a *P*-value threshold set to 1×10^6^ were determined using input DNA as the background model (Thomas et al., 2017). Galaxy (usegalaxy.org/) was used to pool multiple replicates to generate browser tracks and tornado plots. GREAT (McLean et al., 2010) was used to generate gene lists near BRG1 peaks. The bioconductor package ‘annotatr’ version 3.8 (Cavalcante and Sartor, 2017) was used to classify BRG1-binding sites within promoters (<1 kb from the transcription start site), introns, intergenic regions and exons. The HOMER (Heinz et al., 2010) motif enrichment package was used to enrich DNA motifs in BRG1-binding sites. HOMER calculates the q-value of known motifs to statistically confirm to Benjamini-Hochberg multiple hypothesis testing corrections.

### ATAC sequencing

Assay for transposase-accessible chromatin using sequencing (ATAC-seq) was performed according to Corces et al. (2017) in two to five biological replicates. Briefly, 50,000 cells (>95% viability) were lysed, washed and tagmented for 45 mins and 3 h for CP and CM cells, respectively. DNA was purified and amplified using universal Ad1 and barcoded reverse primers (Corces et al., 2017). Libraries were purified, quantified and analyzed on a bioanalyzer and sequenced on a NEB NextSeq 550 sequencer using Illumina NextSeq 500/550 High Output v2 kit (150 cycles). Sequencing image files were de-multiplexed and fastq generated. Reads (paired end 75 bp) were trimmed and aligned to mouse genome mm9 assembly using Bowtie (Langmead et al., 2009) with a minimum mapping quality score of 30. Statistically enriched bins with a *P*-value threshold set to 1×10^6^ were determined (Thomas et al., 2017). UCSC genome browser and IGV were used to view the browser tracks. Galaxy (usegalaxy.org) was used to pool multiple replicates to generate browser tracks and tornado plots. GREAT was used to generate gene lists near ATACseq sites.

## Supplementary Material

Supplementary information

## References

[DEV174086C1] AbmayrS. M., YaoT., ParmelyT. and WorkmanJ. L. (2006). Preparation of nuclear and cytoplasmic extracts from mammalian cells. *Curr. Protoc. Mol. Biol.* Chapter 12, 12.1-12.10. 10.1002/0471142727.mb1201s7518265374

[DEV174086C2] AlexanderJ. M., HotaS. K., HeD., ThomasS., HoL., PennacchioL. A. and BruneauB. G. (2015). Brg1 modulates enhancer activation in mesoderm lineage commitment. *Development* 142, 1418-1430. 10.1242/dev.10949625813539PMC4392595

[DEV174086C3] AttanasioC., NordA. S., ZhuY., BlowM. J., BiddieS. C., MendenhallE. M., DixonJ., WrightC., HosseiniR., AkiyamaJ. A.et al. (2014). Tissue-specific SMARCA4 binding at active and repressed regulatory elements during embryogenesis. *Genome Res.* 24, 920-929. 10.1101/gr.168930.11324752179PMC4032856

[DEV174086C4] BartholomewB. (2014). Regulating the chromatin landscape: structural and mechanistic perspectives. *Annu. Rev. Biochem.* 83, 671-696. 10.1146/annurev-biochem-051810-09315724606138PMC4332854

[DEV174086C5] CavalcanteR. G. and SartorM. A. (2017). annotatr: genomic regions in context. *Bioinformatics* 33, 2381-2383. 10.1093/bioinformatics/btx18328369316PMC5860117

[DEV174086C6] ChangC.-P. and BruneauB. G. (2012). Epigenetics and cardiovascular development. *Annu. Rev. Physiol.* 74, 41-68. 10.1146/annurev-physiol-020911-15324222035349

[DEV174086C7] ChoiM., ChangC.-Y., CloughT., BroudyD., KilleenT., MacLeanB. and VitekO. (2014). MSstats: an R package for statistical analysis of quantitative mass spectrometry-based proteomic experiments. *Bioinformatics* 30, 2524-2526. 10.1093/bioinformatics/btu30524794931

[DEV174086C8] ClapierC. R. and CairnsB. R. (2009). The biology of chromatin remodeling complexes. *Annu. Rev. Biochem.* 78, 273-304. 10.1146/annurev.biochem.77.062706.15322319355820

[DEV174086C9] CongL., RanF. A., CoxD., LinS., BarrettoR., HabibN., HsuP. D., WuX., JiangW., MarraffiniL. A.et al. (2013). Multiplex genome engineering using CRISPR/Cas systems. *Science* 339, 819-823. 10.1126/science.123114323287718PMC3795411

[DEV174086C10] CorcesM. R., TrevinoA. E., HamiltonE. G., GreensideP. G., Sinnott-ArmstrongN. A., VesunaS., SatpathyA. T., RubinA. J., MontineK. S., WuB.et al. (2017). An improved ATAC-seq protocol reduces background and enables interrogation of frozen tissues. *Nat. Meth.* 14, 959-962. 10.1038/nmeth.4396PMC562310628846090

[DEV174086C11] CoxJ. and MannM. (2008). MaxQuant enables high peptide identification rates, individualized p.p.b.-range mass accuracies and proteome-wide protein quantification. *Nat. Biotechnol.* 26, 1367-1372. 10.1038/nbt.151119029910

[DEV174086C12] DavidsonE. H. (2010). Emerging properties of animal gene regulatory networks. *Nature* 468, 911-920. 10.1038/nature0964521164479PMC3967874

[DEV174086C13] DevineW. P., WytheJ. D., GeorgeM., Koshiba-TakeuchiK. and BruneauB. G. (2014). Early patterning and specification of cardiac progenitors in gastrulating mesoderm. *Elife* 3, 508 10.7554/eLife.03848PMC435614525296024

[DEV174086C14] DuttaA., SardiuM., GogolM., GilmoreJ., ZhangD., FlorensL., AbmayrS. M., WashburnM. P. and WorkmanJ. L. (2017). Composition and function of mutant Swi/Snf complexes. *Cell Rep.* 18, 2124-2134. 10.1016/j.celrep.2017.01.05828249159PMC5837817

[DEV174086C15] EvansS. M., YelonD., ConlonF. L. and KirbyM. L. (2010). Myocardial lineage development. *Circ. Res.* 107, 1428-1444. 10.1161/CIRCRESAHA.110.22740521148449PMC3073310

[DEV174086C16] ForcalesS. V., AlbiniS., GiordaniL., MalecovaB., CignoloL., ChernovA., CoutinhoP., SacconeV., ConsalviS., WilliamsR.et al. (2012). Signal-dependent incorporation of MyoD-BAF60c into Brg1-based SWI/SNF chromatin-remodelling complex. *EMBO J.* 31, 301-316. 10.1038/emboj.2011.39122068056PMC3261556

[DEV174086C17] GiorgettiL., GalupaR., NoraE. P., PiolotT., LamF., DekkerJ., TianaG. and HeardE. (2014). Predictive polymer modeling reveals coupled fluctuations in chromosome conformation and transcription. *Cell* 157, 950-963. 10.1016/j.cell.2014.03.02524813616PMC4427251

[DEV174086C18] Goljanek-WhysallK., MokG. F., Fahad AlrefaeiA., KennerleyN., WheelerG. N. and MünsterbergA. (2014). myomiR-dependent switching of BAF60 variant incorporation into Brg1 chromatin remodeling complexes during embryo myogenesis. *Development* 141, 3378-3387. 10.1242/dev.10878725078649PMC4199139

[DEV174086C19] HangC. T., YangJ., HanP., ChengH.-L., ShangC., AshleyE., ZhouB. and ChangC.-P. (2010). Chromatin regulation by Brg1 underlies heart muscle development and disease. *Nature* 466, 62-67. 10.1038/nature0913020596014PMC2898892

[DEV174086C20] HeinzS., BennerC., SpannN., BertolinoE., LinY. C., LasloP., ChengJ. X., MurreC., SinghH. and GlassC. K. (2010). Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. *Mol. Cell* 38, 576-589. 10.1016/j.molcel.2010.05.00420513432PMC2898526

[DEV174086C21] HoL. and CrabtreeG. R. (2010). Chromatin remodelling during development. *Nature* 463, 474-484. 10.1038/nature0891120110991PMC3060774

[DEV174086C22] HoL., JothiR., RonanJ. L., CuiK., ZhaoK. and CrabtreeG. R. (2009a). An embryonic stem cell chromatin remodeling complex, esBAF, is an essential component of the core pluripotency transcriptional network. *Proc. Natl. Acad. Sci. USA* 106, 5187-5191. 10.1073/pnas.081288810619279218PMC2654397

[DEV174086C23] HoL., RonanJ. L., WuJ., StaahlB. T., ChenL., KuoA., LessardJ., NesvizhskiiA. I., RanishJ. and CrabtreeG. R. (2009b). An embryonic stem cell chromatin remodeling complex, esBAF, is essential for embryonic stem cell self-renewal and pluripotency. *Proc. Natl. Acad. Sci. USA* 106, 5181-5186. 10.1073/pnas.081288910619279220PMC2654396

[DEV174086C24] HoL., MillerE. L., RonanJ. L., HoW. Q., JothiR. and CrabtreeG. R. (2011). esBAF facilitates pluripotency by conditioning the genome for LIF/STAT3 signalling and by regulating polycomb function. *Nat. Cell Biol.* 13, 903-913. 10.1038/ncb228521785422PMC3155811

[DEV174086C25] HotaS. K. and BruneauB. G. (2016). ATP-dependent chromatin remodeling during mammalian development. *Development* 143, 2882-2897. 10.1242/dev.12889227531948PMC5004879

[DEV174086C26] HotaS. K., BhardwajS. K., DeindlS., LinY.-C., ZhuangX. and BartholomewB. (2013). Nucleosome mobilization by ISW2 requires the concerted action of the ATPase and SLIDE domains. *Nat. Struct. Mol. Biol.* 20, 222-229. 10.1038/nsmb.248623334290PMC3565048

[DEV174086C27] JinS. C., HomsyJ., ZaidiS., LuQ., MortonS., DePalmaS. R., ZengX., QiH., ChangW., SierantM. C.et al. (2017). Contribution of rare inherited and de novo variants in 2,871 congenital heart disease probands. *Nat. Genet.* 49, 1593-1601. 10.1038/ng.397028991257PMC5675000

[DEV174086C28] KadochC. and CrabtreeG. R. (2013). Reversible disruption of mSWI/SNF (BAF) complexes by the SS18-SSX oncogenic fusion in synovial sarcoma. *Cell* 153, 71-85. 10.1016/j.cell.2013.02.03623540691PMC3655887

[DEV174086C29] KattmanS. J., WittyA. D., GagliardiM., DuboisN. C., NiapourM., HottaA., EllisJ. and KellerG. (2011). Stage-specific optimization of activin/nodal and BMP signaling promotes cardiac differentiation of mouse and human pluripotent stem cell lines. *Cell Stem Cell* 8, 228-240. 10.1016/j.stem.2010.12.00821295278

[DEV174086C30] KimD., PerteaG., TrapnellC., PimentelH., KelleyR. and SalzbergS. L. (2013). TopHat2: accurate alignment of transcriptomes in the presence of insertions, deletions and gene fusions. *Genome Biol.* 14, R36 10.1186/gb-2013-14-4-r3623618408PMC4053844

[DEV174086C31] LangmeadB., TrapnellC., PopM. and SalzbergS. L. (2009). Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. *Genome Biol.* 10, R25 10.1186/gb-2009-10-3-r2519261174PMC2690996

[DEV174086C32] LessardJ., WuJ. I., RanishJ. A., WanM., WinslowM. M., StaahlB. T., WuH., AebersoldR., GraefI. A. and CrabtreeG. R. (2007). An essential switch in subunit composition of a chromatin remodeling complex during neural development. *Neuron* 55, 201-215. 10.1016/j.neuron.2007.06.01917640523PMC2674110

[DEV174086C33] LiaoY., SmythG. K. and ShiW. (2014). featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. *Bioinformatics* 30, 923-930. 10.1093/bioinformatics/btt65624227677

[DEV174086C34] LickertH., TakeuchiJ. K., von BothI., WallsJ. R., McAuliffeF., AdamsonS. L., HenkelmanR. M., WranaJ. L., RossantJ. and BruneauB. G. (2004). Baf60c is essential for function of BAF chromatin remodelling complexes in heart development. *Nature* 432, 107-112. 10.1038/nature0307115525990

[DEV174086C35] LohK. M., ChenA., KohP. W., DengT. Z., SinhaR., TsaiJ. M., BarkalA. A., ShenK. Y., JainR., MorgantiR. M.et al. (2016). Mapping the pairwise choices leading from pluripotency to human bone, heart, and other mesoderm cell types. *Cell* 166, 451-467. 10.1016/j.cell.2016.06.01127419872PMC5474394

[DEV174086C36] LowaryP. T. and WidomJ. (1998). New DNA sequence rules for high affinity binding to histone octamer and sequence-directed nucleosome positioning. *J. Mol. Biol.* 276, 19-42. 10.1006/jmbi.1997.14949514715

[DEV174086C37] Luna-ZuritaL., StirnimannC. U., GlattS., KaynakB. L., ThomasS., BaudinF., SameeM. A. H., HeD., SmallE. M., MileikovskyM.et al. (2016). Complex interdependence regulates heterotypic transcription factor distribution and coordinates cardiogenesis. *Cell* 164, 999-1014. 10.1016/j.cell.2016.01.00426875865PMC4769693

[DEV174086C38] MashtalirN., D'AvinoA. R., MichelB. C., LuoJ., PanJ., OttoJ. E., ZullowH. J., McKenzieZ. M., KubiakR. L., PierreR. S.et al. (2018). Modular organization and assembly of SWI/SNF family chromatin remodeling complexes. *Cell* 175, 1272-1288.e20. 10.1016/j.cell.2018.09.03230343899PMC6791824

[DEV174086C39] McLeanC. Y., BristorD., HillerM., ClarkeS. L., SchaarB. T., LoweC. B., WengerA. M. and BejeranoG. (2010). GREAT improves functional interpretation of cis-regulatory regions. *Nat. Biotechnol.* 28, 495-501. 10.1038/nbt.163020436461PMC4840234

[DEV174086C40] MorisN., PinaC. and AriasA. M. (2016). Transition states and cell fate decisions in epigenetic landscapes. *Nature Publishing Group* 17, 693-703. 10.1038/nrg.2016.9827616569

[DEV174086C41] MurryC. E. and KellerG. (2008). Differentiation of embryonic stem cells to clinically relevant populations: lessons from embryonic development. *Cell* 132, 661-680. 10.1016/j.cell.2008.02.00818295582

[DEV174086C42] NakayamaR. T., PuliceJ. L., ValenciaA. M., McBrideM. J., McKenzieZ. M., GillespieM. A., KuW. L., TengM., CuiK., WilliamsR. T.et al. (2017). SMARCB1 is required for widespread BAF complex-mediated activation of enhancers and bivalent promoters. *Nat. Genet.* 49, 1613-1623. 10.1038/ng.395828945250PMC5803080

[DEV174086C43] NitarskaJ., SmithJ. G., SherlockW. T., HillegeM. M. G., NottA., BarshopW. D., VashishtA. A., WohlschlegelJ. A., MitterR. and RiccioA. (2016). A functional switch of NuRD chromatin remodeling complex subunits regulates mouse cortical development. *Cell Rep.* 17, 1683-1698. 10.1016/j.celrep.2016.10.02227806305PMC5149529

[DEV174086C44] O'GeenH., EchipareL. and FarnhamP. J. (2011). Using ChIP-seq technology to generate high-resolution profiles of histone modifications. *Methods Mol. Biol.* 791, 265-286. 10.1007/978-1-61779-316-5_2021913086PMC4151291

[DEV174086C45] Perez-RiverolY., CsordasA., BaiJ., Bernal-LlinaresM., HewapathiranaS., KunduD. J., InugantiA., GrissJ., MayerG., EisenacherM.et al. (2018). The PRIDE database and related tools and resources in 2019: improving support for quantification data. *Nucleic Acids Res.* 47, D442-D450. 10.1093/nar/gky1106PMC632389630395289

[DEV174086C46] PierreR. S. and KadochC. (2017). Science direct mammalian SWI/SNF complexes in cancer: emerging therapeutic opportunities. *Curr. Opin. Genet. Dev.* 42, 56-67. 10.1016/j.gde.2017.02.00428391084PMC5777332

[DEV174086C47] ReyesJ. C., BarraJ., MuchardtC., CamusA., BabinetC. and YanivM. (1998). Altered control of cellular proliferation in the absence of mammalian brahma (SNF2alpha). *EMBO J.* 17, 6979-6991. 10.1093/emboj/17.23.69799843504PMC1171046

[DEV174086C48] RobinsonM. D., McCarthyD. J. and SmythG. K. (2010). edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. *Bioinformatics* 26, 139-140. 10.1093/bioinformatics/btp61619910308PMC2796818

[DEV174086C49] SacconeV., ConsalviS., GiordaniL., MozzettaC., BarozziI., SandonáM., RyanT., Rojas-MuñozA., MadaroL., FasanaroP.et al. (2014). HDAC-regulated myomiRs control BAF60 variant exchange and direct the functional phenotype of fibro-adipogenic progenitors in dystrophic muscles. *Genes Dev.* 28, 841-857. 10.1101/gad.234468.11324682306PMC4003277

[DEV174086C50] SanjanaN. E., CongL., ZhouY., CunniffM. M., FengG. and ZhangF. (2012). A transcription activator-like effector toolbox for genome engineering. *Nat. Protoc.* 7, 171-192. 10.1038/nprot.2011.43122222791PMC3684555

[DEV174086C51] SenP., LuoJ., HadaA., HailuS. G., DechassaM. L., PersingerJ., BrahmaS., PaulS., RanishJ. and BartholomewB. (2017). Loss of Snf5 induces formation of an aberrant SWI/ SNF complex. *Cell Rep* 18, 2135-2147. 10.1016/j.celrep.2017.02.01728249160PMC5424545

[DEV174086C52] SohnD. H., LeeK. Y., LeeC., OhJ., ChungH., JeonS. H. and SeongR. H. (2007). SRG3 interacts directly with the major components of the SWI/SNF chromatin remodeling complex and protects them from proteasomal degradation. *J. Biol. Chem.* 282, 10614-10624. 10.1074/jbc.M61056320017255092

[DEV174086C53] StaahlB. T., TangJ., WuW., SunA., GitlerA. D., YooA. S. and CrabtreeG. R. (2013). Kinetic analysis of npBAF to nBAF switching reveals exchange of SS18 with CREST and integration with neural developmental pathways. *J. Neurosci.* 33, 10348-10361. 10.1523/JNEUROSCI.1258-13.201323785148PMC3685834

[DEV174086C54] SunX., HotaS. K., ZhouY.-Q., NovakS., Miguel-PerezD., ChristodoulouD., SeidmanC. E., SeidmanJ. G., GregorioC. C., HenkelmanR. M.et al. (2018). Cardiac-enriched BAF chromatin-remodeling complex subunit Baf60c regulates gene expression programs essential for heart development and function. *Biol. Open* 7, bio029512 10.1242/bio.02951229183906PMC5829499

[DEV174086C55] TakeuchiJ. K. and BruneauB. G. (2009). Directed transdifferentiation of mouse mesoderm to heart tissue by defined factors. *Nature* 459, 708-711. 10.1038/nature0803919396158PMC2728356

[DEV174086C56] TakeuchiJ. K., LouX., AlexanderJ. M., SugizakiH., Delgado-OlguínP., HollowayA. K., MoriA. D., WylieJ. N., MunsonC., ZhuY.et al. (2011). Chromatin remodelling complex dosage modulates transcription factor function in heart development. *Nat. Commun.* 2, 187-111. 10.1038/ncomms118721304516PMC3096875

[DEV174086C57] ThomasR., ThomasS., HollowayA. K. and PollardK. S. (2017). Features that define the best ChIP-seq peak calling algorithms. *Brief. Bioinformatics* 18, 441-450. 10.1093/bib/bbw03527169896PMC5429005

[DEV174086C58] van den BoogaardM., WongL. Y. E., TessadoriF., BakkerM. L., DreizehnterL. K., WakkerV., BezzinaC. R., t HoenP. A. C., BakkersJ., BarnettP.et al. (2012). Genetic variation in T-box binding element functionally affects SCN5A/SCN10A enhancer. *J. Clin. Invest.* 122, 2519-2530. 10.1172/JCI6261322706305PMC3386824

[DEV174086C59] van den BoogaardM., SmemoS., Burnicka-TurekO., ArnoldsD. E., van de WerkenH. J. G., KlousP., McKeanD., MuehlschlegelJ. D., MoosmannJ., TokaO.et al. (2014). A common genetic variant within SCN10A modulates cardiac SCN5A expression. *J. Clin. Invest.* 124, 1844-1852. 10.1172/JCI7314024642470PMC3973109

[DEV174086C60] WamstadJ. A., AlexanderJ. M., TrutyR. M., ShrikumarA., LiF., EilertsonK. E., DingH., WylieJ. N., PicoA. R., CapraJ. A.et al. (2012). Dynamic and coordinated epigenetic regulation of developmental transitions in the cardiac lineage. *Cell* 151, 206-220. 10.1016/j.cell.2012.07.03522981692PMC3462286

[DEV174086C61] WangW., XueY., ZhouS., KuoA., CairnsB. R. and CrabtreeG. R. (1996). Diversity and specialization of mammalian SWI/SNF complexes. *Genes Dev.* 10, 2117-2130. 10.1101/gad.10.17.21178804307

[DEV174086C62] WangY., WongR. H. F., TangT., HudakC. S., YangD., DuncanR. E. and SulH. S. (2013). Phosphorylation and recruitment of BAF60c in chromatin remodeling for lipogenesis in response to insulin. *Mol. Cell* 49, 283-297. 10.1016/j.molcel.2012.10.02823219531PMC3786575

[DEV174086C63] WangX., LeeR. S., AlverB. H., HaswellJ. R., WangS., MieczkowskiJ., DrierY., GillespieS. M., ArcherT. C., WuJ. N.et al. (2017). SMARCB1-mediated SWI/SNF complex function is essential for enhancer regulation. *Nat. Genet.* 49, 289-295. 10.1038/ng.374627941797PMC5285474

[DEV174086C64] WuJ. I., LessardJ., OlaveI. A., QiuZ., GhoshA., GraefI. A. and CrabtreeG. R. (2007). Regulation of dendritic development by neuron-specific chromatin remodeling complexes. *Neuron* 56, 94-108. 10.1016/j.neuron.2007.08.02117920018

[DEV174086C65] YangX., ZaurinR., BeatoM. and PetersonC. L. (2007). Swi3p controls SWI/SNF assembly and ATP-dependent H2A-H2B displacement. *Nat. Struct. Mol. Biol.* 14, 540-547. 10.1038/nsmb123817496903

[DEV174086C66] YooA. S., StaahlB. T., ChenL. and CrabtreeG. R. (2009). MicroRNA-mediated switching of chromatin-remodelling complexes in neural development. *Nature* 460, 642-646. 10.1038/nature0813919561591PMC2921580

[DEV174086C67] ZaidiS., ChoiM., WakimotoH., MaL., JiangJ., OvertonJ. D., Romano-AdesmanA., BjornsonR. D., BreitbartR. E., BrownK. K.et al. (2013). De novo mutations in histone-modifying genes in congenital heart disease. *Nature* 498, 220-223. 10.1038/nature1214123665959PMC3706629

[DEV174086C68] ZambonA. C., GajS., HoI., HanspersK., VranizanK., EveloC. T., ConklinB. R., PicoA. R. and SalomonisN. (2012). GO-Elite: a flexible solution for pathway and ontology over-representation. *Bioinformatics* 28, 2209-2210. 10.1093/bioinformatics/bts36622743224PMC3413395

[DEV174086C69] ZhouC. Y., JohnsonS. L., GamarraN. I. and NarlikarG. J. (2016). Mechanisms of ATP-dependent chromatin remodeling motors. *Annu. Rev. Biophys.* 45, 153-181. 10.1146/annurev-biophys-051013-02281927391925PMC9157391

# Supplementary material for: Dynamic BAF chromatin remodeling complex subunit inclusion promotes temporally distinct gene expression programs in cardiogenesis
**Source:** Development. 2019 Jul 5;146(19):dev174086. doi: 10.1242/dev.174086
**Supplement:** Supplementary information

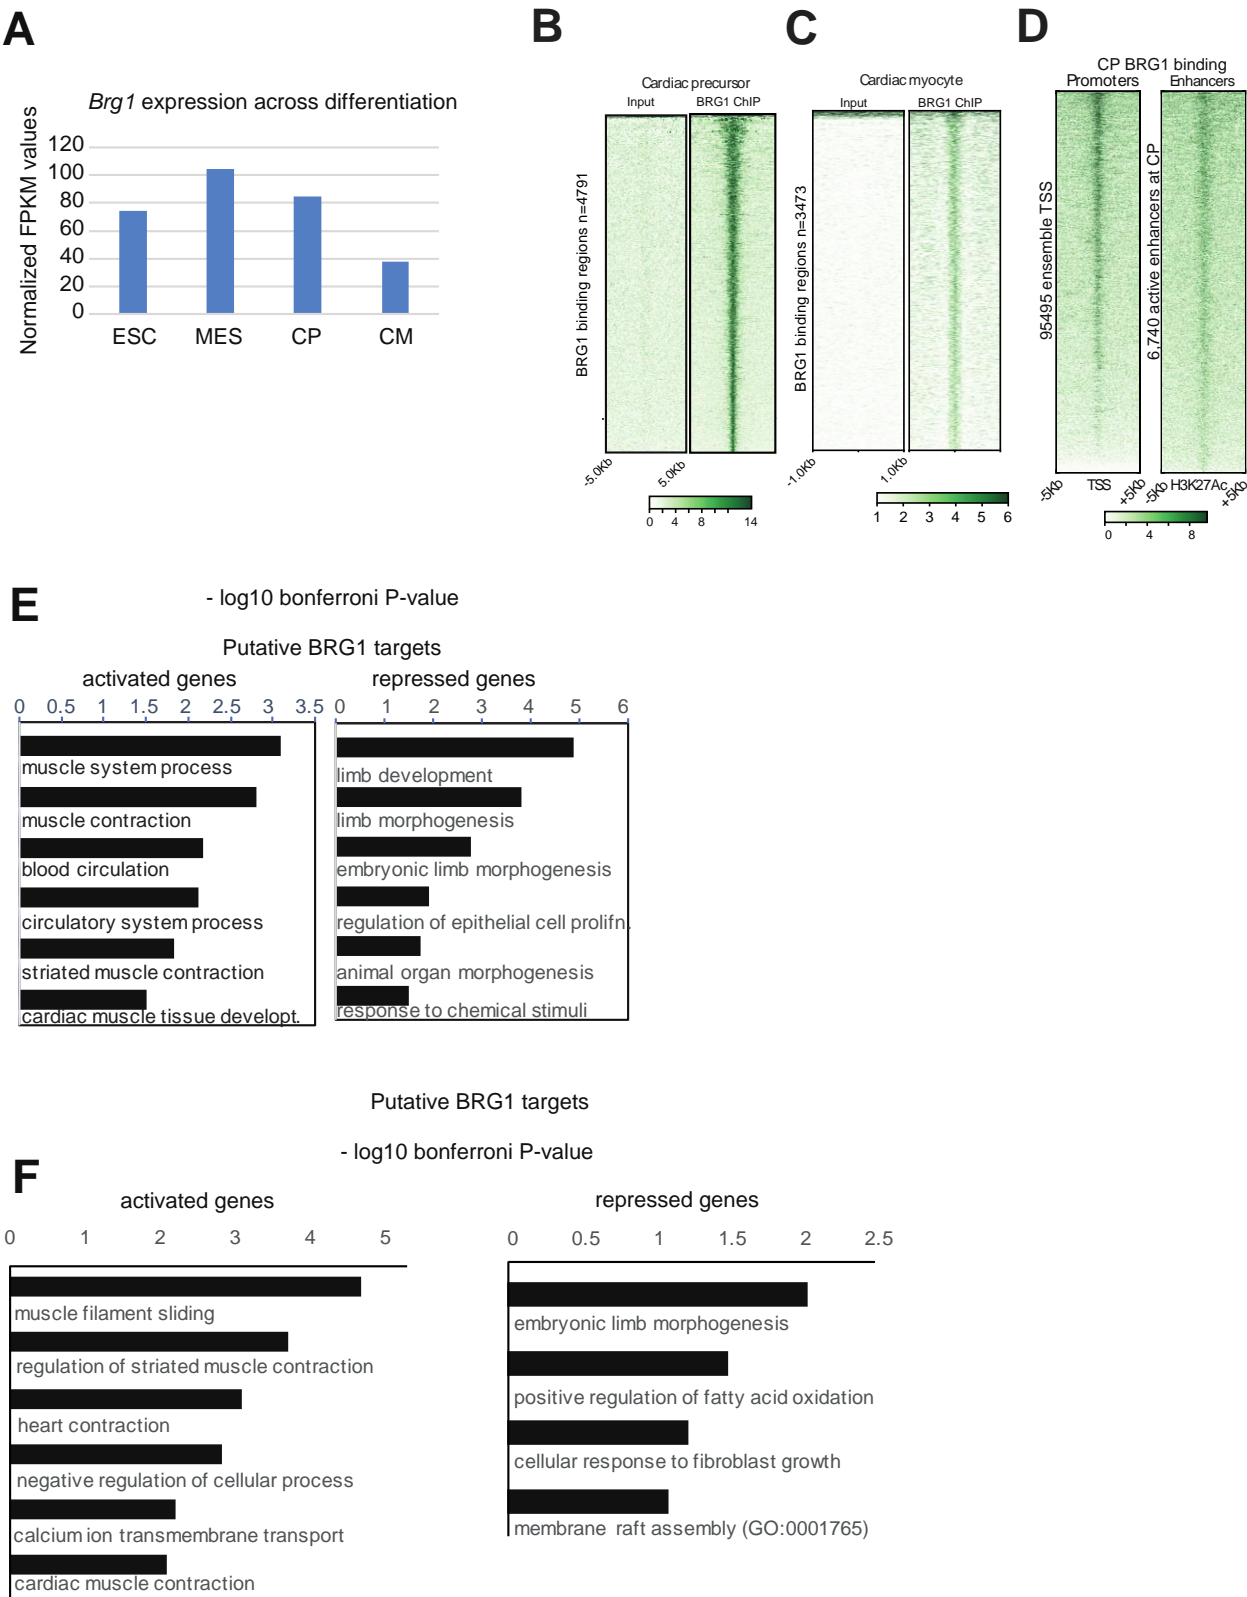

Fig. S1. *Brg1* expression and BRG1 genomic binding decreases from CP to CM. (A) Expression level of *Brg1* mRNA across indicated four different stages of cardiac differentiation. (B) Input and BRG1 ChIP signal over 4791 cardiac precursor BRG1 binding sites. (C) Input and BRG1 ChIP signal over 3473 cardiac myocyte BRG1 binding sites. (D) BRG1 ChIP signal over TSS of all 95495 ensemble genes and 6740 enhancers in cardiac precursors that are enriched for H3K27ac marks. (E&F) GREAT analysis of biological processes enriched in two flanking genes within 1Mb (E) or within 100Kb (F) of a BRG1 binding regions at cardiac precursors.

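The GENCODE annotation of mm9 used here has 95495 transcripts. Each transcript gives 1 TSS, and several transcripts of a gene can share a position, so that these are 86879 distinct TSS positions. A listed BRG1-binding region of CPs lay within 1 kb of 8511 transcript TSSs (8.91%) and of 7318 distinct positions (8.42%). Counted by gene, 2957 genes (7.93%) had a region within 1 kb of an annotated TSS. A profile of ChIP signal over all TSSs averages over positions with and without a listed region. The signal itself and the enhancers were not analysed here.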

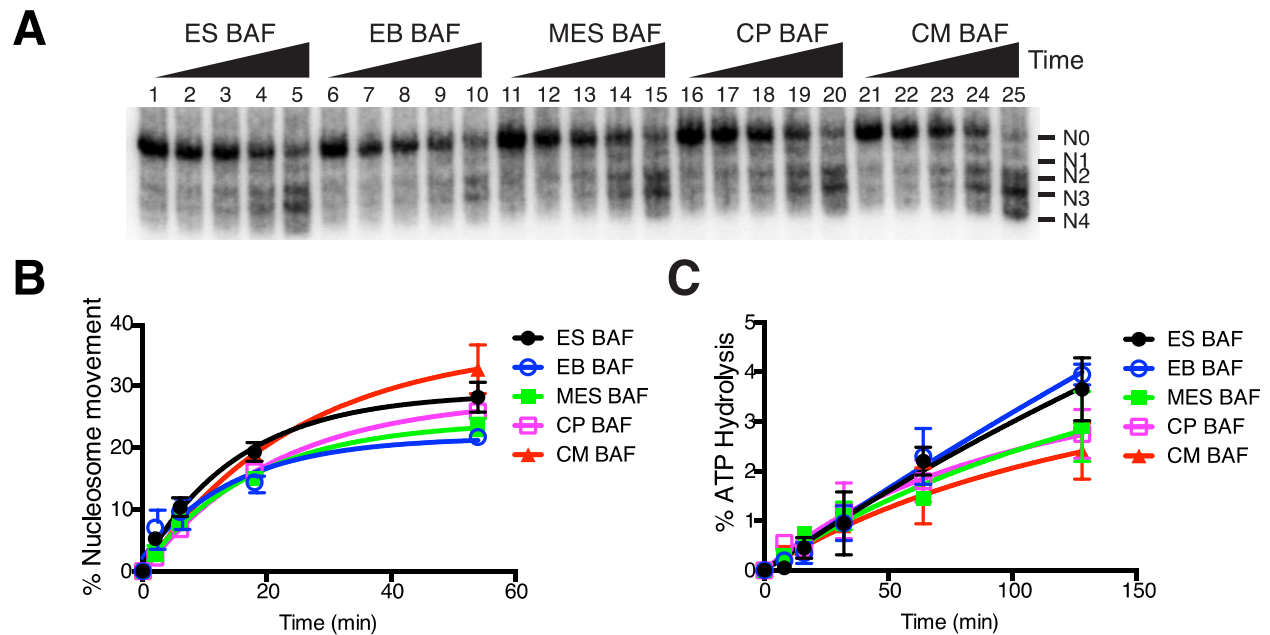

Fig. S2. BRG1 containing complexes from different stages of cardiac differentiation do not significantly change nucleosome repositioning or ATPase activities. (A) Nucleosome repositioning by BAF complexes isolated at indicated stages of cardiac differentiation. N0 represents the starting nucleosome position. N1-N4 represent BAF displaced repositioned nucleosomes over time. (B) Quantification of nucleosome repositioning. Error bars represent s.e.m of two independent replicates. (C) Nucleosome stimulated ATP hydrolysis by BAF complexes isolated at different stages of cardiac differentiation. Error bars represent s.e.m of three independent replicates

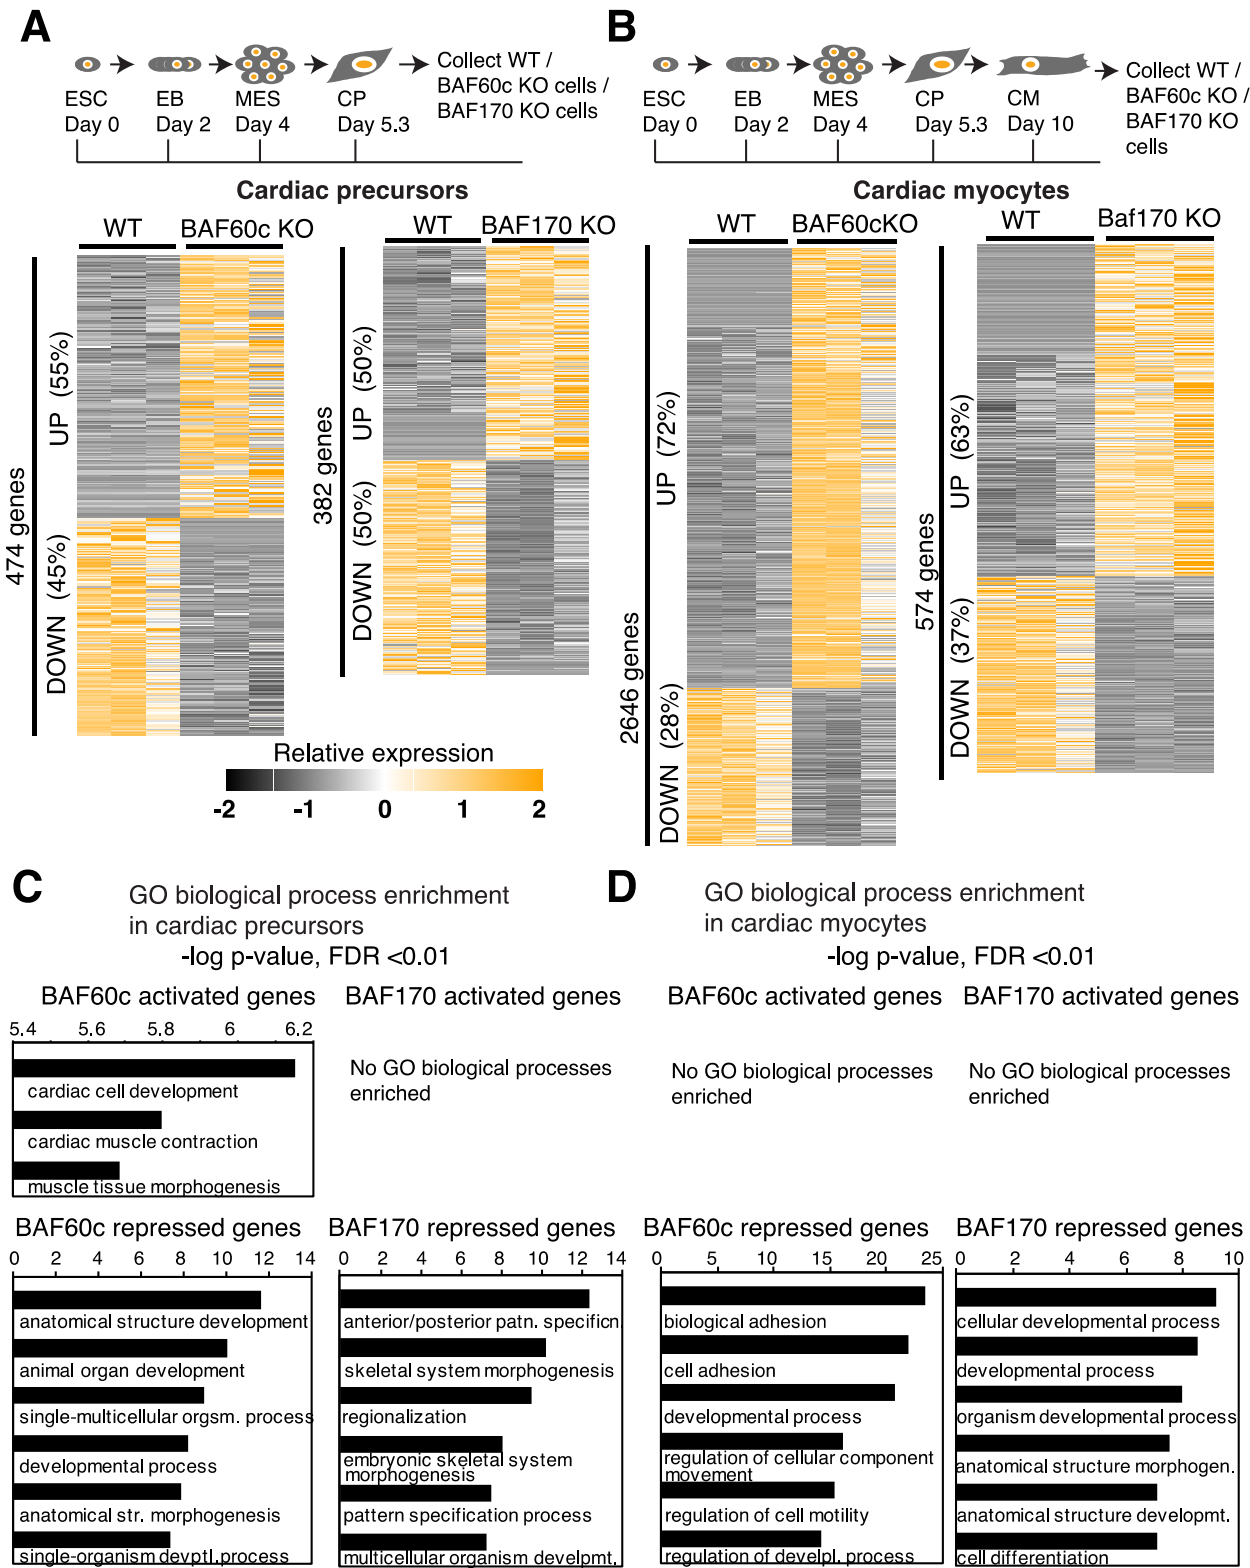

Fig. S3. RNAseq analysis of BAF60c KO and BAF170 KO in CP and CM stages of cardiac differentiation. (A) Schematics of cardiac differentiation and time point of cell collection for RNAseq. Heat map showing genes up or down regulated in absence of BAF60c (left panel) or BAF170 (right panel) in cardiac precursors. (B) Same as A but in cardiomyocytes. GO biological processes enriched in *Baf60c* or *Baf170* KO cells in cardiac precursors (C) or cardiac myocytes (D) are shown. Processes down regulated in mutants were shown on the top panels and processes upregulated shown on bottom panels.

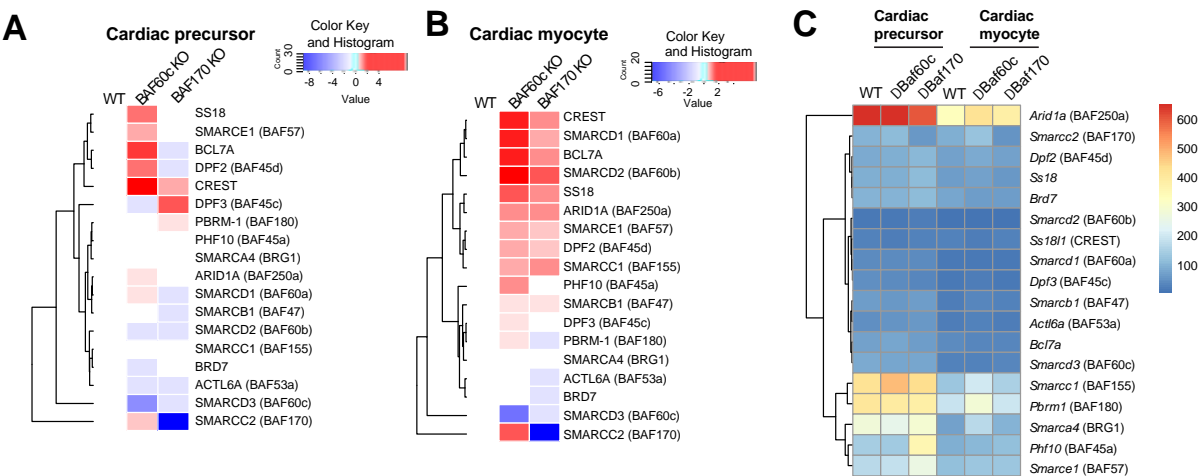

Fig. S4. BRG1 complexes form sub-modules in absence of BAF60c and BAF170

(A) Peptide intensities of BRG1 complexes from cardiac precursors lacking BAF60c or BAF170 are normalized to the protein levels of BRG1 and to their WT counterparts.

(B) Same as A, except in cardiomyocytes. Color bar indicates relative association of proteins with BRG1 with blue, white and red representing depletion (less than 1.25-fold), no change (within 1.25-fold) and enrichment (more than 1.25-fold change) in protein abundance respectively.

(C) Gene expression analysis of BRG1 associated subunits at the indicated stages in absence of BAF60c or BAF170 were plotted for the indicated genotypes at CP and CM. Color bar shows the normalized median FPKM expression values from three biological replicates.

Table S1. Peptide intensities of BRG1 associated factors normalized to BRG1, mock and stages of differentiation

| Proteins | ES         | EB         | MES        | CP         | CM         |
|----------|------------|------------|------------|------------|------------|
| Arid1a   | 0.84635404 | 0.82347087 | 0.79464565 | 0.8522635  | 0.47151328 |
| Bcl7c    | 0.76068954 | 0.70875954 | 0.61892629 | 0.68690619 | 0.58030258 |
| Smarce1  | 0.90827573 | 0.8944646  | 0.97562634 | 0.98481074 | 1.0921269  |
| Brd7     | 0.65418882 | 0.59540354 | 0.68567642 | 0.86259994 | 0.794065   |
| Crabp2   | 1.48725024 | 1.54973332 | 1.64175901 | 1.38116652 | 1.14160032 |
| Kpna2    | 0.66643305 | 0.65267795 | 0.55396501 | 0.48782117 | 0.21816989 |
| Dpf3     | 0.07570307 | 0.07105626 | 0.32772602 | 0.47195263 | 1.21135812 |
| Smarcc1  | 0.96300145 | 0.93277923 | 0.92306897 | 0.8299736  | 0.70809903 |
| Pde4d    | 0.64951504 | 0.47604558 | 0.68781801 | 0.32729406 | 0.07860122 |
| Smarca4  | 1          | 1          | 1          | 1          | 1          |
| Brd9     | 0.64693832 | 0.51006836 | 0.30364949 | 0.46750067 | 0.44064719 |
| Dpf2     | 0.91781479 | 0.91065905 | 0.90655377 | 0.90015406 | 0.73071707 |
| Smarcd1  | 1.0855543  | 1.03001925 | 0.94010895 | 0.84909846 | 0.62104265 |
| Ss18     | 0.91055028 | 0.89738371 | 0.90840276 | 0.89533764 | 0.81809907 |
| Smarcd3  | 0.12094294 | 0.07903315 | 0.03115146 | 0.79246978 | 1.08007784 |
| Smarcc2  | 0.47587393 | 0.47054134 | 0.58260018 | 0.99207892 | 1.17529351 |
| Cc2d1b   | 1.33864929 | 1.41636558 | 1.37560897 | 1.30367742 | 2.10001608 |
| Pbrm1    | 0.74688856 | 0.69929075 | 0.76961507 | 0.93665106 | 0.80779027 |
| Ss18l1   | 0.60162015 | 0.50924822 | 0.43455561 | 0.68032909 | 0.85274756 |
| Gltscr1l | 0.66621073 | 0.47818469 | 0.15722018 | 0.26518071 | 0.15897126 |
| Bcl7b    | 1.12468805 | 1.05521077 | 0.94866147 | 0.92193426 | 0.78693866 |
| Smarcd2  | 0.68122717 | 0.64463114 | 0.75189112 | 0.84359646 | 0.33821632 |
| Actl6b   | 0.8168805  | 0.54937634 | 0.75029697 | 0.70971716 | 0.68228738 |
| Phf10    | 0.79514986 | 0.75998542 | 0.81354966 | 0.94533506 | 0.9103153  |
| Dpf1     | 0.68951125 | 0.59635924 | 0.3287721  | 0.42801159 | 0.00716695 |
| Smarchb1 | 0.76032473 | 0.7176474  | 0.72672477 | 0.85765972 | 0.82337439 |
| Actl6a   | 0.86368048 | 0.83509459 | 0.88661422 | 0.97995164 | 0.98916593 |
| Bcl7a    | 0.36640499 | 0.31964959 | 0.48074457 | 0.64705114 | 0.55850029 |
| Wdr5     | 0.45543024 | 0.30685646 | 0.33280484 | 0.63190965 | 0.94279359 |
| Cse1l    | 0.19710033 | 0.17531935 | 0.03214023 | 0.44486471 | 0.40938411 |
| Arid2    | 0.24333226 | 0.2099816  | 0.2856994  | 0.41289599 | 0.29387379 |
| Arid1b   | 0.04174682 | 0.04295445 | 0.07626774 | 0.07449969 | 0.05688183 |

Table S2. Raw data of BRG1, BAF170, BAF60c and mock immunopurification associated proteins

[Click here to Download Table S2](#)

Table S3. MS data normalization for BRG1 associated proteins

[Click here to Download Table S3](#)

Table S4. Significant *Brg1* regulated genes in cardiac precursors and cardiac myocytes

[Click here to Download Table S4](#)

Table S5. Significant *Baf60c* regulated genes in cardiac precursors and cardiac myocytes

[Click here to Download Table S5](#)

Table S6. Significant *Baf170* regulated genes in cardiac precursors and cardiac myocytes

[Click here to Download Table S6](#)

How the deposited data were processed for this re-analysis (not part of the article)

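BRG1 ChIPseq was measured in CPs and CMs differentiated from mouse embryonic stem cells, in 12 libraries in all. The analysis rests on the list of regions of wild-type CPs, behind which stand 2 BRG1 ChIP libraries and 1 input library. The other 9 libraries, of wild-type CMs, of CPs and CMs lacking BAF170 and of CMs lacking BAF60c, were not analysed here. RNA-seq, ATAC-seq and mass spectrometry values were not used here either.

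The authors trimmed the reads with fastq-mcf, aligned them to mm9 with Bowtie, filtered them on mapping quality and called bins enriched over input DNA at a P-value threshold. The deposited values are positions in bp on mm9, 3 columns with a chromosome, a start and an end, without height, fold enrichment or P-value. The versions of these tools and the way in which the replicate libraries were combined into 1 list are not stated in the paper's text. The depth of each library is unknown from such a list, so that no value carries an error between replicates and no region can be ranked by its strength. No stricter threshold of the authors could be tried.

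Positions were read as starts counted from 0 and printed counted from 1. The list was compared with the mm9 sequence and with GENCODE release M1, using Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0, numba 0.67.0, matplotlib 3.10.9 and samtools 1.23.1. Because some regions were on more than 1 row, the number of regions and their median width are given over rows and over distinct regions, and all tests and shares count a distinct region once. That choice was made after the list had been seen. Random placements kept each region's width and chromosome and were drawn 1000 times with a fixed seed. The placements served one-sided permutation tests of the clustering of regions, of their share at promoters and of their number in the loci drawn in Fig. 4. Counts per chromosome were compared with chromosome length by a chi-square test, and the count on X by an exact binomial test. GATA and T-box words were counted on both strands in each region and in sequence of the same width 5 kb away on each side, and compared by Fisher's exact test. Shares are given with Wilson intervals at 95%, which cover counting error only. Promoters reach 1 kb either side of an annotated TSS. Genes were associated through the nearest TSS on each side of a region's midpoint, within 1 Mb or 100 kb.

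The clustering, promoter, X and GATA word tests were tested on simulated lists of 3473 regions. In 20 simulations each, the planted effect was called 20 times by each of them. Without an effect, the clustering test and the GATA word test made 0 calls, and the promoter test and the X test made 1 call each. A single size of effect was planted for each test, so smaller effects were not tried. The simulated permutation tests used fewer placements than the analysis. Lists without an effect were drawn uniformly along chromosomes or by chromosome length. They do not show how often the tests would call the real arrangement of genes.

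The genes named are those that the paper draws with a BRG1 ChIPseq track in CPs (Fig. 1E and Fig. 4), whether or not a region lies there, and the genes of Fig. 1D. Of the regions, the 3 widest and the largest groups with at most 10 kb between neighbours are named. That rule asked for 3 groups, but 5 groups tied behind the first, and all are given. The 25 genes of BAF subunits and the TALEN and sgRNA targets were taken from the paper. The set of BAF genes is partial, and a second count adds Actl6b from Table S1.

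The alternatives tried were merging of regions that touch or have a gap of up to 1000 bp, counting of each row, other neighbour distances, other definitions of promoters and of classes, protein-coding genes only, a single nearest gene or the nearest pair on any side, wider windows at the loci of Fig. 4, random placement outside assembly gaps, other motif words, controls 20 kb away, and a split of the motif counts by promoter. Uniqueness in mm9 was judged by words of 75 bp, the read length, which were counted on both strands of the whole assembly. GC and CpG content were matched in windows of 500 bp against 2000000 random positions. The gene lists of BRG1-activated and BRG1-repressed genes, the HOMER analysis and the GREAT analysis were left out, since the gene lists were not used here.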

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

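The tests that count each row, place regions outside assembly gaps, take the nearest pair of TSSs on any side, split the motif counts by promoter or use the word TGATAAG were chosen only after the results were seen. The other alternatives were set before the data were examined. In all, 13 results were recomputed under 54 alternatives, of which 17 were added. Under 39 of them the result stayed on the same side of its threshold, within its interval or within a factor of 1.5, 12 moved a value and 3 put an odds ratio on the other side of 1, in 1 case without a difference from the flanks. Of the 39, 3 are no evidence of stability because they could not change the result. Limiting the list to chromosomes 1 to 19, X and Y kept all 4791 rows, and merging gaps of up to 1000 bp left the 3473 distinct regions as they were for the density on X and for clustering. For the number and the width of regions, that merging only repeated the merging of regions that touch or overlap. Without this repeat and the 3 above, 35 of the 39 remain. Among these 35, promoters limited to 1 kb upstream of the TSS left 480 regions between genes, as in the main setting. That alternative thus adds little on the stability of the share between genes.

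The low density on X, the clustering of regions, the share at promoters above random placement and the number of regions in the loci of Fig. 4 above random placement held under each alternative run for them, not counting the merging of gaps. No alternative for clustering kept the random positions at promoters. The share at promoters ranged from 51.5% of regions to 77.8% of rows. Counting each class gave 34.8% of region-class pairs, with the same 2566 regions at promoters as in the main setting. The number of regions, 4791 over rows and 3473 after merging, stayed within a factor of 1.5. The median width fell from 540 bp over rows to 360 bp after merging, with either gap, because regions on 2 rows were wider (median 820 bp) than regions on 1 row (260 bp). The single nearest gene gave 3231 genes within 1 Mb and 3145 within 100 kb, as it allows 1 gene per region in place of 2. Among the shares in exons, in introns and between genes, 8 alternatives moved a value beyond its interval.

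Over all regions, the odds ratio under the alternatives lay between 0.261 and 0.489 for GATA words and at 0.462 and 0.467 for T-box words, below 1 as in the main setting. In regions away from promoters the direction reversed for GATA words, with an odds ratio of 1.77 for AGATAA and 2.30 for TGATAAG. For AGGTGTGA the difference was lost there rather than reversed, with an odds ratio of 1.03 and a p of 1. For both words, base composition was examined through other words of the same bases. What else differs between regions at promoters and away from them was not tested.

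No paired analysis was possible because the list holds positions only, with no value per library. The unknown depth limits what the absence of a region at a locus can show.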

Differences from the paper's values

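The share of regions at promoters was 73.9%, against the paper's value of about 53% in Fig. 1F, read by eye. The share of regions in exons away from promoters was 1.61%, against the paper's value of about 21% in Fig. 1F, read by eye. Of the alternatives set before the data were examined, promoters limited to 1 kb upstream of the TSS gave 18.9%, and counting each class that a region overlaps gave 30.5% of region-class pairs, both within 1.5 times of the paper's value. The other classes of Fig. 1F set these settings apart. With promoters limited to 1 kb upstream, promoters held 51.5%, introns 15.7% and regions between genes 13.8%, each within 1.5 times of the paper's about 53%, about 13% and about 12% in Fig. 1F, read by eye. Counting each class gave 34.8%, 28.3% and 6.5%, each more than 1.5 times away from these values. The midpoint of the region in place of any overlap gave 1.55% and protein-coding genes only gave 1.53%, which did not close the gap in exons. The paper drew its classes with annotatr, which defines promoters as 1 kb upstream of the TSS. Under that definition the shares at promoters and in exons, 51.5% and 18.9%, both lay close to the paper's.

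Fig. 1E marks BRG1 peaks at Myocd, among them a peak at its TSS. The list held no region within 1 kb of an annotated TSS of Myocd, and the nearest lay 25.8 kb upstream.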

Other observations

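The tests of 1 row per flanking gene, of the base composition behind the GATA and T-box words, of the share of BRG1-regulated genes and of the BAF subunit genes were chosen only after the result was seen. The list covers 1 condition, so no biological explanation was tested for any of these patterns.

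Of the distinct regions, 590 were on 2 rows, 37 on 3, 127 on 4 and 24 on 6, and 0 were on 5 or 7 rows. A row for each of at most 2 flanking genes is excluded by the 203 regions on more than 2 rows. A row for each gene whose promoter the region overlaps is argued against as well, since 10.8% of the 793 regions on more than 1 row overlapped exactly that many promoters. A candidate explanation is a join of each region with narrower calls inside it in 2 lists, which would make the number of rows a product. The number of rows rose with the width over the list (Spearman's rho 0.651 across regions, which are not independent replicates), with a median width of 260 bp on 1 row, 820 bp on 2 and 1900 bp on 6. Such a rise would follow from a join as well as from other links between width and rows, and does not tell them apart. Under a number of rows that followed the width alone, regions on 4 rows would also be wider than regions on 3 rows, but their median width was 1120 bp against 1460 bp, a difference of -340 bp (permutation test, 100000 permutations, two-sided, p = 0.00032). Lists of single libraries were not analysed here, so the join stays a hypothesis. The number of distinct regions in CPs, 3473, equals the paper's number of BRG1-binding sites in CMs (3473 in Fig. S1C). The regions of CMs were not analysed here, and the reason for the equality was not tested.

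Chromosome X had few regions. Fewer promoters on X are excluded as the cause, since 1 of 932 protein-coding genes on X (0.107%, 95% Wilson interval 0.0189% to 0.605%) had a region at its promoter, against 12.4% of 21418 on autosomes (Fisher's exact test, two-sided, p = 5.12e-51). Reads that cannot be placed are argued against, since 83.1% of the 75 bp words sampled at X promoters occurred once in mm9, against 94.7% on autosomes. Among genes whose promoter words all occurred once, 1 of 675 on X and 2601 of 18586 on autosomes had a region (Fisher's exact test, two-sided, p = 7.32e-42). The CpG content of X promoters is excluded as the whole cause, since autosomal genes with as many CpGs had a region in 7.13% of cases, or 66.5 genes expected on X. The number of X chromosomes in the cell line and any filter of the authors on X stay open, as untested. Of the 16 regions on X, 6 lay inside Mid1, and with 1 more beyond its end they formed the largest group in the list, 7 regions from 166424946 to 166446305. The last of the 6 lay 207 kb from the end of the assembled chromosome.

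The share of regions at promoters went along with their composition. Random positions matched to the regions on GC content lay at promoters in 64.4% of cases, and positions matched on CpG content in 68.1%, against 73.9% and 73.5% of the matched regions (lower ends of the 95% Wilson intervals, 72.4% and 72.0%). GC or CpG content alone is thus excluded as the whole cause, but positions of the same composition came close to the observed share without any ChIPseq. Whether the composition acts through BRG1 binding, through the promoters themselves or through amplification of the libraries was not tested.

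Over all regions, AGATAA was less frequent than in flanking sequence, and so were all 29 other words made of the same bases, as base composition would give. Among them AGATAA had the highest odds ratio. Away from promoters its odds ratio was 1.77, while the highest among the other words was 0.993, so that the base composition of the regions is excluded as the cause there. GATA sites in regions away from promoters may therefore be more frequent than in their surroundings, a hypothesis found and tested on the same list. TGATAAG, with an odds ratio of 2.30 there, went the same way. Over all regions AGGTGTGA was less frequent than in flanking sequence too, as were 412 of the 419 other words of its bases, whose median odds ratio was 0.494, and it ranked 322 among the 420. Base composition is thus a candidate explanation for that difference. Away from promoters AGGTGTGA ranked 129 among these words, so that it did not stand out.

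The paper's shares of BRG1-activated genes (21.9% of 348) and BRG1-repressed genes (20.9% of 197) near a region can be set beside the 23.8% of all protein-coding genes associated within 1 Mb. Neither differed from it (exact binomial test, two-sided, p = 0.414 and p = 0.358). The paper gives these shares after its association within 1 Mb and names no distance for them. The Venn diagram of Fig. 1G, drawn within 100 kb, holds smaller shares of both sets, so that a background within 100 kb was not set against them. Chance overlap within 1 Mb could account for the number of shared genes. The comparison uses all protein-coding genes of the annotation used here, while the paper's shares rest on the gene set of GREAT. A background of genes expressed in CPs was not used here, and the test says nothing about the processes enriched among the shared genes.

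Of 25 genes that encode BAF subunits named in the paper, 9 (36.0%, 95% Wilson interval 20.2% to 55.5%) had a region at the promoter, against 11.9% of the other protein-coding genes (Fisher's exact test, two-sided, p = 0.00165). They were Arid1a, Arid1b, Arid2, Bcl7c, Dpf1, Smarca2, Smarcd2, Smarcd3 and Ss18, named after their values were seen. From other genes with as many CpGs at the promoter, 7.25 of the 25 would have one, and the excess over these was not detectable (permutation test, one-sided, p = 0.28). The set left out Actl6b and Gltscr1l, which Table S1 also lists. With Actl6b, which had no region at its promoter, the share was 9 of 26 (34.6%, Fisher's exact test, two-sided, p = 0.00226), with 7.40 expected at the same number of CpGs (permutation test, one-sided, p = 0.30). Gltscr1l was not found under that name in the annotation and was not analysed here. CpG content is a candidate explanation, and 25 or 26 genes are few.

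The paper draws 6 loci in Fig. 4 with mm9 positions. The list held 5 regions in 3 of them, against a mean of 0.403 over random placements (permutation test, one-sided, p = 0.001, the smallest that 1000 placements can give). With the windows extended by 50 kb on each side it held 8 regions, against 1.23. At Tpm1 the regions lay on chromosome 9 from 66891706 to 66891805 and from 66897126 to 66897485, both at annotated promoters of the gene. At Tnnt2 the region lay on chromosome 1 from 137732646 to 137732765, 4.75 kb upstream of the TSS. The other 2 regions were those at Tbx5 from 120246546 and from 120346926. No region lay in the windows of Scn10a, of Myf5 and Myf6, or of Mef2c. The loci were selected by the paper, and the windows surround genes, so that random positions are a weak comparison.

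The widest region, 4520 bp on chromosome 17, overlapped no annotated gene and lay 442 bp from the annotated pseudogene AY036118. Reads placed at several copies in the assembly are argued against for most of the region, since 92.8% of its 75 bp words occurred once in mm9. That share is below the 99.8% of the words sampled in the autosomal regions, so that repeated sequence in part of the region stays open. Copies missing from the assembly cannot be seen by such a count and stay open, as untested. The width of this region is therefore no evidence of strong BRG1 binding. Behind the group at Mid1, 5 groups of 3 regions tied. They lay at Hes1 on chromosome 16, at Dgkz on chromosome 2, at Kif7, 9330171B17Rik and Plin1 on chromosome 7, and away from annotated genes on chromosome 11 from 96258606 and on chromosome 4 from 140847506.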
